# Spatial and Temporal Gene Expression Differences in Core and Periinfarct Areas in Experimental Stroke: A Microarray Analysis

**DOI:** 10.1371/journal.pone.0052121

**Published:** 2012-12-17

**Authors:** Jaime Ramos-Cejudo, María Gutiérrez-Fernández, Berta Rodríguez-Frutos, Mercedes Expósito Alcaide, Fátima Sánchez-Cabo, Ana Dopazo, Exuperio Díez–Tejedor

## Abstract

**Background:**

A large number of genes are regulated to promote brain repair following stroke. The thorough analysis of this process can help identify new markers and develop therapeutic strategies. This study analyzes gene expression following experimental stroke.

**Methodology/Principal Findings:**

A microarray study of gene expression in the core, periinfarct and contralateral cortex was performed in adult Sprague-Dawley rats (n = 60) after 24 hours (acute phase) or 3 days (delayed stage) of permanent middle cerebral artery (MCA) occlusion. Independent qRT-PCR validation (n = 12) was performed for 22 of the genes. Functional data were evaluated by Ingenuity Pathway Analysis. The number of genes differentially expressed was 2,612 (24 h) and 5,717 (3 d) in the core; and 3,505 (24 h) and 1,686 (3 d) in the periinfarct area (logFC>|1|; adjP<0.05). Expression of many neurovascular unit development genes was altered at 24 h and 3 d including *HES2*, *OLIG2*, *LINGO1* and *NOGO-A*; chemokines like *CXCL1* and *CXCL12*, stress-response genes like *HIF-1A*, and trophic factors like *BDNF* or *BMP4*. Nearly half of the detected genes (43%) had not been associated with stroke previously.

**Conclusions:**

This comprehensive study of gene regulation in the core and periinfarct areas at different times following permanent MCA occlusion provides new data that can be helpful in translational research.

## Introduction

Clinical management of stroke, a major cause of death and disability all over the world, still requires effective new therapeutic targets and markers. Most trials based on neural protection or immune-suppression have failed or obtained poor results, and effort and interest are now dedicated to the development of new strategies that could enhance naturally-occurring endogenous self-repair processes [1]. Genetic research has constantly revealed that plasticity and resilience exist in both the developing and the adult brain [2] and great efforts have gone into unraveling the molecular events underlying reorganization and plasticity following stroke damage [3], [4], [5]. While it is accepted that such processes become activated, most are still not completely identified [6], [7], [8].

Gene expression levels can vary in different brain areas subjected to ischemic conditions and also across the different stages of the ischemic cascade. In this sense, the broad view of regulation provided by microarray analysis can offer new insight into mechanisms of stroke and repair [9]. Using this technique to focus on the periinfarct area 24 h after transitory focal cerebral ischemia, earlier authors identified potential new tissue repair and plasticity targets as well as multiple transcripts not previously associated with stroke [10]. Most gene expression studies to date have focused on transitory ischemia, but transcriptional events after permanent occlusion - a common condition in stroke patients - has received little attention. Indeed, the mechanisms of infarct evolution and the responsiveness of lesions are not necessarily equivalent from one model to another [11] and therefore, the information provided after analyzing responsiveness to permanent occlusion can also be useful.

In the last decade the emerging concept of penumbra has gained importance in terms of metabolism and cellular signals and is now considered a diagnostic and biochemical target as well as the starting point for studying brain plasticity [12]. Classically defined as hypoperfused and functionally compromised tissue surrounding the ischemic core of the lesion, both the definition of penumbra and its clinical implications have constantly evolved. After volumetric analysis, including quantitative ADC and CBF voxel compartmental analysis, of temporal evolution after permanent middle cerebral artery occlusion, it was recently reported that the distribution pattern of the penumbra was rather complex and did not follow the classically-described pattern surrounding a central core [13]. It has also recently been reported [14] that metabolic status and spreading depolarization of periinfarct neurons is critical for the recruitment of these neurons into the ischemic core over time. Thus, not only blood flow or glucose/O2 deprivation–induced stress but also metabolic status have been shown to be critical. Understanding the differences between the core of the lesion and the surrounding compromised periinfarct (PI) areas could well offer new targets and strategies for the treatment of stroke. Indeed, recent efforts have been made to analyze the metabolic evolution of both areas after both transitory and permanent occlusion [15].

From this perspective, the manner in which gene expression is modulated in different areas of the brain after permanent ischemia has not yet been studied with microarrays and such information could be of great interest.

The present study has used microarray technology to identify thousands of genes whose expression is significantly altered in both the core and the periinfarct areas at both 24 h and 3 d after permanent middle cerebral artery occlusion (pMCAo) in rats.

## Results

### Early and Delayed Transcriptional Regulation Following Cerebral Infarct

Tissue samples were obtained from different areas of the rat brain (core, periinfarct and contralateral cortex) at 24 h (early stage) or 3 d (delayed injury) after permanent middle cerebral artery occlusion (pMCAO). We designed a protocol to minimize variability and improve the reproducibility of the results. For microarray analysis a total of 60 animals (n = 12 for each condition; 5 groups) and 48 microarrays were used (4 microarrays/condition; RNA samples from 3 independent animals were pooled in each microarray) (**Figure 1**); results obtained from ischemic and sham-operated animals were compared with results from healthy animals. 

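Of the arrays, 44 were analysed here, 4 for each of 11 groups. The groups were core, periinfarct and contralateral cortex at 24 h and at 3 d, ipsilateral and contralateral cortex of sham-operated rats at both times, and ipsilateral cortex of healthy rats. Contralateral cortex of healthy rats was not analysed here. Per the paper, each array carried labelled RNA pooled from 3 rats. The sample labels give each array a single rat number, from 1 to 20, which is used here as the pool number. Core, periinfarct and contralateral arrays with the same number are therefore taken to come from the same rats. The 44 arrays lay on 11 slides of 4 arrays each. No slide held both core and periinfarct arrays of the same time. The deposited scanner files give a background-subtracted and spatially corrected Cy3 signal for each of 45018 spots, 43379 of them not controls, which carry 41012 different probes. No spot was saturated, and between 61.4% and 76.9% of spots per array were well above background (median 67.8%). The signal was thresholded at 1, quantile normalized across all arrays and taken as log2. A probe was kept if its signal passed the 20th percentile in at least 75% of the arrays of 1 group, if it was above background by the same share, and if its coefficient of variation over arrays was above 2.5%. These rules left 30515 probes. All 44 arrays were fitted in 1 linear model per probe with limma, with 1 mean per group and 33 residual degrees of freedom, and p was adjusted by the Benjamini-Hochberg method over the probes of each comparison. A probe was called differentially expressed at an adjusted p below 0.05 and a change of at least 2-fold. The 4 pools per group set the precision. Of the 41012 probes, 19317 could be given a gene symbol. A gene was reported by the probe that the authors' tables list or, failing that, by its probe with the highest mean signal. Folds are ratios to healthy ipsilateral cortex unless another control is named, so that a value below 1 is a decrease. Where a gene's probe was well above background on no array of the dimmer group, the fold is given as a lower bound ("at least"), taken against the lowest signal that was well above background on those arrays, or the array's own value where higher. With 1 to 3 of 4 arrays well above background the fold is given and the number of arrays is stated. Each call was also made with each array left out in turn, with the slide fitted as a block and against sham ipsilateral cortex of the same time point.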

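Ipsilateral cortex of sham-operated rats was compared with that of healthy rats on 4 arrays per group. With the mean of both sham time points against healthy cortex, 0 of the 30515 probes had an adjusted p below 0.05 in limma, while 3167 had an unadjusted p below 0.05. Replacing healthy by time-matched sham cortex as the control of the ischemic areas left 2417 called probes in core and 2826 in periinfarct at 24 h, and 6867 and 1641 at 3 d.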

We used healthy animals as the control group as we did not find significant differences between sham-operated and healthy animals. In order to gain in simplicity and since bloodflow in the contralateral cortex is also reduced in the 3VO model of pMCAO and thus the tissue cannot be considered entirely healthywe did no further analysis of the contralateral hemisphere.

**Figure 1:**
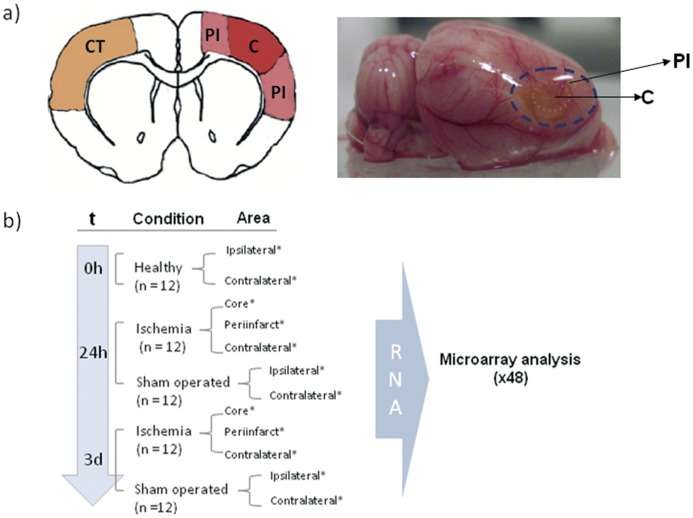
The pMCAO model produced cortical infarcts where core, periinfarct, and contralateral areas were isolated for RNA extraction. Sprague-Dawley rats were subjected to permanent middle cerebral artery occlusion with a 9-0 suture for 24 h or 3 d (a) Schematic drawing of brain areas used for tissue sampling and RNA extraction. (b) Panel shows workflow and study groups used (n = 12 animals/condition). * = 4 RNA pools/condition (1 pool = 3 animals = 1 microarray). (CT: Contralateral cortex; PI: Periinfarct; C: Core).

The analyzed brain regions responded with different spatial and temporal patterns after the ischemic insult. Hierarchical clustering of the genes with changes in expression in at least 1 condition vs. healthy samples (**Figure 2A**) showed that brain areas subjected to experimental ischemia (core and PI) grouped together and were differentiated from the other conditions (Contralateral cortex, or Sham-operated). 

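The 10 groups other than healthy were clustered on their mean log2 change from healthy cortex over the 9723 probes called in at least 1 of these comparisons, with average linkage and a distance of 1 minus the correlation. The top split of the tree put core and periinfarct at 24 h and at 3 d into 1 branch of 4 groups, and the 4 sham and 2 contralateral groups into the other branch of 6. Complete linkage, Euclidean distance and the authors' normalized table gave the same branches, and so did each of the 44 fits with 1 array left out. The probes were chosen by these calls, and 9722 of them were called in an ischemic group, which favors a branch of those groups. Over all 30515 probes, a setting added after the result was seen, the branches were the same.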

Only 165 genes showed an adjusted p-value of less than 0.05 for the comparison between sham-operated and healthy rats. 

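Taken alone, sham ipsilateral cortex at 24 h gave 0 probes with an adjusted p below 0.05 from limma and 6771 with an unadjusted p below 0.05. At 3 d the counts were 0 and 249. The 24 h result depended on 1 array: without sham pool 8, 2777 probes were called, and without sham pool 5 there were again 0. Exchanging arrays between the 4 sham and 4 healthy arrays gave at least as many called probes in all 35 ways of splitting them, since the real split gave none. In contralateral cortex, 1 probe was called at 24 h between ischemic and sham-operated rats and 0 at 3 d, and 0 were called against healthy cortex at either time.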

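In infarct core at 24 h, 3433 of the 30515 probes were differentially expressed against healthy cortex, 1844 up and 1589 down. With 1 array left out, the count lay between 2955 and 3764. Dropping the fold minimum raised it to 8646. Background correction by normexp with an offset of 50, applied to the median signal of each spot because the files hold no mean signal, left 837, the largest change as a ratio. Under the authors' normalized table, which holds 20395 probes, the count was 2606. Of the 35 ways to split these 8 arrays into equal groups, only the real one gave this many calls, and the next gave 116. The largest fitted log2 changes were taken among called probes with a symbol whose core and healthy arrays did not overlap. They were increases in SPP1 (792-fold), CCL2, CCL7, SERPINA3N and CXCL1 and decreases in WNT6, DEFB1, OGN, CILP and SLC22A6. Their order is not established, since CCL7 and CXCL1 were well above background on no healthy array, WNT6 and SLC22A6 on no core array and DEFB1 on 1 of 4 core arrays. CCL7 rose at least 185-fold, CXCL1 at least 75.8-fold and SERPINA3N 213-fold, the latter with only 2 of 4 healthy arrays well above background. OGN fell to 0.0632 of its healthy signal and CILP to 0.0717, with CILP well above background on 3 of 4 core arrays.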

A large number of genes were differentially expressed in the infarct core (2,612) 24 h after permanent ischemia compared with the same ipsilateral regions from healthy animals (**Table 1**). 

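In periinfarct cortex at 24 h, 4356 probes were differentially expressed against healthy cortex, 2054 up and 2302 down, and leaving out 1 array gave counts from 3676 to 4882. The balance of directions depended on the normalization: scaling each array to its 75th percentile gave 3203 up and 1455 down, and raised the median log2 change of all probes here by 0.22. SPP1 rose 820-fold (adjusted p = 5.10e-09), CCL7 at least 142-fold and SERPINA3N 279-fold. Among called probes with a symbol whose periinfarct and healthy arrays did not overlap, the largest fitted decreases were in TRIL (0.0724), CILP (0.114), DEFB1 (0.122), WNT6 (0.123) and UCP3 (0.136). Of these, CILP alone was well above background on all 4 periinfarct arrays. The number of such arrays was 1 for TRIL, 3 for DEFB1, 2 for WNT6 and 1 for UCP3, and for SERPINA3N it was 2 of 4 healthy arrays. Across all 30515 probes the log2 changes of core and periinfarct at 24 h had a correlation of 0.823. Part of such a correlation comes from the shared healthy arrays. In 100 simulated sets of 4 unchanged groups, the mean correlation over all pairs of groups had a median of 0.474 and a maximum of 0.793. Single pairs can vary more than such means, so 0.823 for 1 pair cannot be judged against that maximum.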

A similar situation occurred in the PI area, where 3,505 genes changed their expression levels at 24 h (1,805 up- and 1,700 down-regulated) with logFC’s greater than 5 in many cases. In another independent subgroup of animals analyzed after 3 d the situation was reversed with 1,686 genes regulated in PI and a total of 5,717 genes in the core compared with gene expression in healthy animals.

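At 3 d, 7364 probes were differentially expressed in core, 3711 up and 3653 down, and 1925 in periinfarct, 1621 up and 304 down. A single array moved the periinfarct count: without periinfarct pool 11 it was 2990 and without pool 10 it was 1139. With only the periinfarct and healthy arrays in the fit, almost no periinfarct probe was called, as given below under processing. Without core pool 11 the core count rose to 9433, and without core pool 9 it was 6110. For each area, the real split of its 4 arrays from the 4 healthy arrays was the only one of 35 that gave as many calls, but the next gave 4453 in core and 1869 in periinfarct. The correlation of the log2 changes of core and periinfarct across probes was 0.911 at 3 d, that of core at 24 h and 3 d was 0.655, and that of periinfarct at 24 h and 3 d was 0.636. The change from 24 h to 3 d was tested directly as well. Between the times, 4335 probes differed in core (2652 higher at 3 d) and 1750 in periinfarct (1036 higher at 3 d). A test of whether the difference between core and periinfarct changed with time called 1538 probes, but 3 without core pool 9 and 4283 without core pool 11. Among the largest changes at 3 d, LGALS3 rose 248-fold in core. SPP1 rose 2720-fold in core and 372-fold in periinfarct, and FCNB 252-fold and 40.9-fold, with FCNB well above background on 3 of 4 healthy arrays. ARC fell to 0.0898 in core and 0.170 in periinfarct, NR4A1 to 0.115 and 0.214, HOMER1 to 0.115 and 0.221, and EGR2 to 0.255 and 0.130. HOMER1 in periinfarct lost its call without periinfarct pool 10, and EGR2 in core was not called against time-matched sham cortex. Another probe of HOMER1, A_44_P148865, was not called (log2 change −0.97 in periinfarct at 3 d). From its counts, the paper describes the order of the areas as turned around at 3 d.

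**Figure D1:**
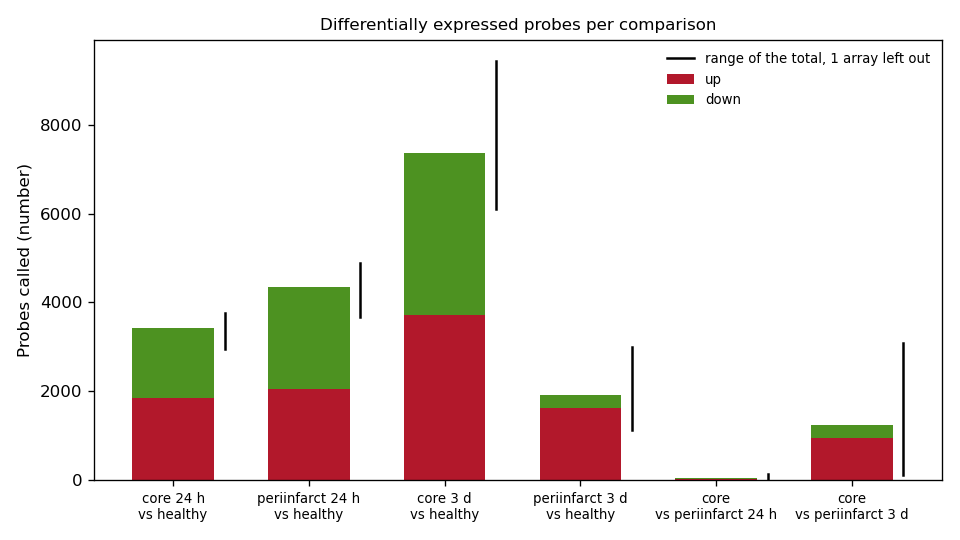
Number of probes called up (red) and down (green) in each of 6 comparisons, named on the horizontal axis, with a black line for the range of the total when 1 array is left out. Core at 3 d has the tallest bar (7364 probes), and the line of the 3 d comparison of core with periinfarct runs from 111 to 3088.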

**Figure 2:**
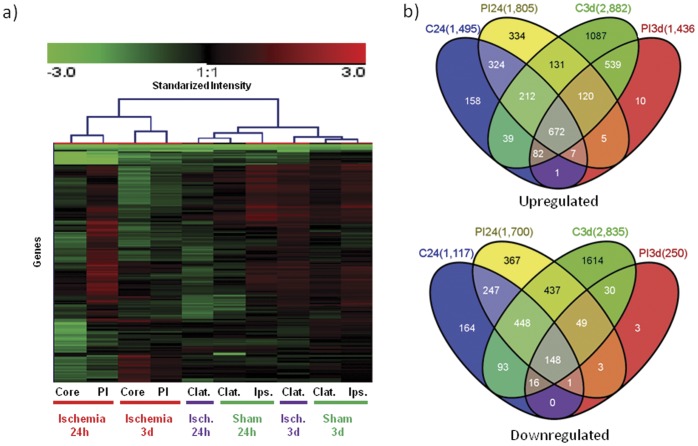
Focal cerebral ischemia induces early and delayed gene regulation with different patterns in core and periinfarct areas. RNA was isolated (Qiagen RNeasy) and hybridized to Agilent chips (4×44 K). (a) Upper part of the Heat map of the genes with an at least 2-fold change in expression in at least one condition after 24 h and 3 d of permanent cerebral infarct vs. levels in healthy samples. Each experimental condition is given at the bottom. PI = Periinfarct area; Clat = Contralateral cortex; Ips = Ipsilateral area. Vertical “Y” axis shows individual genes. Red = Up; Black = no change; Green = down. (b) Venn diagrams of upregulated and downregulated genes showing differences between core (C) and periinfarct (PI) at 24 h and 3 days of ischemia compared with healthy individuals (logFC = |1|; *P*<0.05).

**Table 1:** Number of genes differentially regulated at 24 hours and 3 days after pMCAO.

Total regulated probes	24 h		3 d		24 h	3 d
	Core	PI	Core	PI	Core vs PI	Core vs PI
Total	**2,612**	**3,505**	**5,717**	**1,686**	**202**	**1,165**
Upregulated	**1,495**	**1,805**	**2,882**	**1,436**	**51**	**971**
Downregulated	**1,117**	**1,700**	**2,835**	**250**	**151**	**194**

PI = Periinfarct, pMCAO = permanent middle cerebral artery occlusion.

*P*<0.05; logFC ≥ |1|.

To identify common regulatory responses, we clustered the genes into Venn diagrams according to their type of regulation (up/down), brain region and also time after ischemia induction (**Figure 2B**). 

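The calls against healthy cortex were crossed by direction over core and periinfarct at 24 h and at 3 d. At 24 h, 615 probes were called in core alone among these 4 comparisons, and 1005 in periinfarct alone. The first count lay between 459 and 726 and the second between 743 and 1216 when 1 array was left out, and under the authors' normalized table they were 324 and 712. Absence of a call in the other area was seldom a measured difference between the areas: of the 2933 probes called in only 1 area at 24 h, 27 were also called when core and periinfarct were compared directly.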

The expression of more than 300 genes (both up- and down-regulated) changed specifically in the core of the infarct at 24 h compared with healthy animals, and more than 700 genes were altered in the PI area at the same time. After 3 d, more than 2,500 genes were regulated in the core of the lesion but only 13 genes were found to be specific to the PI. Thus, different patterns were observed. 

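Only in core at 3 d were 3670 probes called, and only in periinfarct at 3 d were 22. The periinfarct count was set by 1 array, since it was 102 without periinfarct pool 11 and 10 without pool 10. Of the 5488 probes called at 3 d in core but not in periinfarct, 491 were also called in the direct comparison of the 2 areas.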

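Probes higher than in healthy cortex in periinfarct at 24 h and in both areas at 3 d, but not called in core at 24 h, numbered 125 (73 to 168 with 1 array left out). Probes higher in both areas at 24 h and called in neither area at 3 d numbered 398 (325 to 449).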

A total of 120 genes that were elevated in the PI area at 24 h remained upregulated after 3 d, whereas another subset of 324 genes upregulated at 24 h (and common to both the core and PI areas) was not detected after 3 d. Indeed, a total of 539 new genes found to be common to both core and PI at 3 d had not been elevated before. 

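Probes higher in both areas at 3 d and in neither at 24 h numbered 674. This count ranged from 332 without periinfarct pool 10 to 1044 without periinfarct pool 11.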

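In the same direction, 856 probes were called in core and periinfarct at both times, of 9722 probes called in any of these comparisons. With 1 array left out the overlap lay between 595 and 1153. Another 47 probes were called up in 1 comparison and down in another. In 100 simulated sets of 4 unchanged groups that shared the healthy arrays, the median number of probes called in any group was 0 and the largest was 1100, and the number called in all 4 was always 0.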

A total of 820 genes (out of 7341 regulated transcripts) were common to all times and areas. In order to compare our data with previous findings, 300 genes (randomly selected among all the conditions) were manually curated in search of a relation to “cerebral ischemia”, “cerebral infarct” or “stroke” (http://www.ncbi.nlm.nih.gov/pubmed/). Forty-seven percent of the regulated genes were found to be associated with one or more of the mentioned terms whereas almost half of the genes (43%) did not seem to have been previously mentioned in any experimental or clinical stroke study (**Figure 3**). These results indicate that our study not only validates previous findings but also extends our knowledge of ischemia-induced gene regulation.

**Figure 3:**
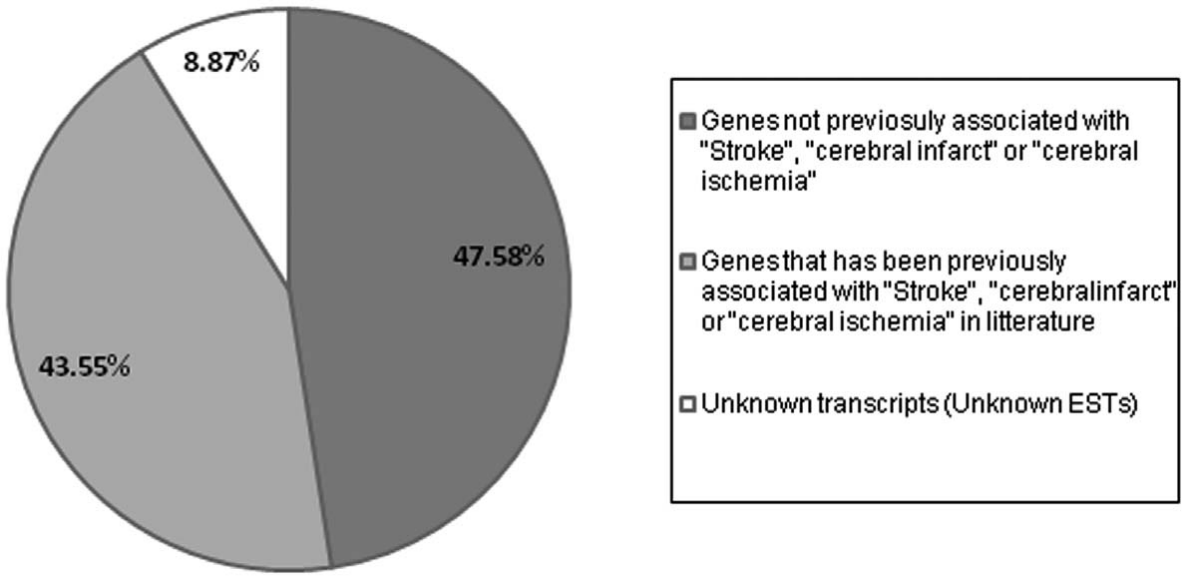
Microarray analysis leads to the identification of hundreds of genes not previously associated with stroke. Pie-chart showing the percentage of genes already associated with stroke or cerebral ischemia, the percentage of genes that were not associated, and the percentage of EST’s identified in this study. Percentages were calculated from a list of 300 genes selected by chance from the output of Venn diagrams and considering all the experimental conditions (24 h, 3 d, core and periinfarct). (EST: Expressed sequence tag).

### Biological Functions Regulated in Core and Periinfarct after Cerebral Infarct

To identify biological functions that were significantly altered in brain areas subjected to infarct in comparison with healthy animals, all the regulated genes were clustered according to several functional categories using Ingenuity Pathway Analysis software (www.ingenuity.com), (**Figure 4**).

**Figure 4:**
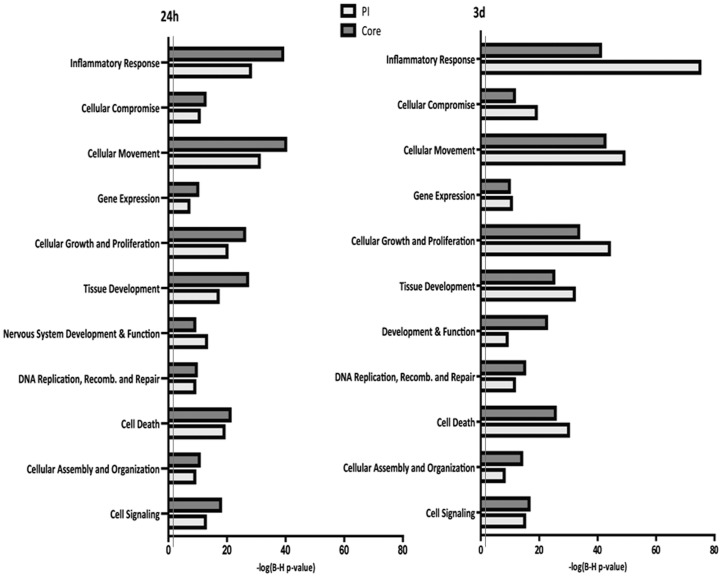
Biological functions that were significantly regulated in both core and periinfarct following focal cerebral ischemia. Biological functions calculated using Ingenuity pathway analysis (IPA) showed that all functions were significantly regulated in both core and periinfarct (PI) following pMCAO in both the 24 hour and 3 day groups (*P*<0.05; B – H Multiple testing p-value correction was selected).

24 h and 3 d after permanent ischemia the most altered IPA biofunctions were cellular movement and inflammatory response. Growth and proliferation, cell death, cell signaling and tissue development-associated genes were highly up- and down- regulated after cerebral infarct in core and PI areas.

#### Inflammatory response

The expression of multiple cytokines and their receptors was dysregulated in the microarrays, including *Interleukin (IL)-1Beta*, *IL-18*, *IL-33* and also the receptors *IL-4RA*, *IL-6RA*, *IL-7R*, *IL13RA1* and *IL17RE* at both 24 h and 3 d (**Table 2**). 

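The probe of IL1B, A_44_P230320, had a log2 signal of 4.85 ± 0.18 (SD, n = 4) in healthy cortex, 9.09 ± 1.05 in core and 8.31 ± 1.64 in periinfarct at 24 h, and 8.47 ± 0.78 and 6.72 ± 1.21 at 3 d. The folds were 18.9 and 11.0 at 24 h and 12.3 and 3.65 at 3 d, with adjusted p of 1.13e-06, 2.09e-05, 3.29e-06 and 0.0227. IL18 rose 2.06-fold in core and 2.67-fold in periinfarct at 24 h and 8.05-fold and 3.48-fold at 3 d. The receptor genes IL4RA, IL6RA and IL13RA1 were called in all 4 comparisons. Their folds at 24 h were 4.09, 2.80 and 2.40 in core and 3.99, 3.35 and 2.49 in periinfarct. At 3 d they were 5.20, 3.91 and 3.73 in core and 2.52, 2.49 and 2.45 in periinfarct. IL7R rose 2.40-fold in core and 2.11-fold in periinfarct at 24 h, and 5.16-fold and 3.19-fold at 3 d. IL17RE was called only in periinfarct at 24 h (4.55-fold, adjusted p = 7.18e-06). IL17RE in core at 24 h (without core pool 4) gained a call with 1 array left out. IL1B in periinfarct at 3 d (without periinfarct pool 9 or 10 or healthy pool 18 or 20), IL4RA in periinfarct at 3 d (without periinfarct pool 10) and IL7R in core at 24 h (without core pool 2 or 4 or healthy pool 18 or 19) each lost the call with 1 array left out. IL7R in periinfarct at 24 h (without periinfarct pool 3 or 4 or healthy pool 18, 19 or 20) and IL18 in core at 24 h (without core pool 1) each lost the call with 1 array left out. IL1B in periinfarct at 3 d, IL7R in core at 24 h and periinfarct at 24 h and IL18 in core at 24 h were not called with the slide as a block. IL18 in core at 24 h was not called against time-matched sham cortex. Another probe of IL7R, A_44_P100584, was not called (log2 change 0.72 in core at 24 h and 0.44 in periinfarct at 24 h). A further probe of IL7R, A_44_P573545, was not called (log2 change 0.63 in core at 24 h, 0.45 in periinfarct at 24 h and 0.95 in periinfarct at 3 d). A different probe of IL13RA1, A_44_P948250, was not called (log2 change 0.86 in core at 24 h, 0.82 in periinfarct at 24 h and 0.85 in periinfarct at 3 d). Of the alternatives, normexp background correction moved the named genes most: over 208 genes and 6 comparisons, it left the call of 1004 pairs unchanged, weakened 236 and strengthened 8.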

Additional regulated genes included *HLA-DRA* and *HLA-DRB* as well as genes related to cell division and expansion of immune cells. 

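The rat counterparts of HLA-DRA and HLA-DRB measured here were RT1-Da and RT1-Db1. RT1-Da rose 2.67-fold in periinfarct at 24 h, 24.6-fold in core at 3 d and 7.92-fold in periinfarct at 3 d, and RT1-Db1 rose 2.89-fold, 20.1-fold and 6.55-fold in the same groups (adjusted p = 2.56e-09 and 1.13e-08 in core at 3 d). In core at 24 h neither was called (2.25-fold and 2.24-fold, adjusted p = 0.0706 and 0.0761). RT1-Da in periinfarct at 24 h (without periinfarct pool 3 or 4 or healthy pool 20) and RT1-Db1 in periinfarct at 24 h (without periinfarct pool 4) each lost the call with 1 array left out. RT1-Da in periinfarct at 24 h and RT1-Db1 in periinfarct at 24 h were not called with the slide as a block. RT1-Da in core at 24 h and RT1-Db1 in core at 24 h were called against time-matched sham cortex. Another probe of RT1-Da, A_44_P367688, was not called (log2 change 0.82 in periinfarct at 24 h).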

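The log2 signal of IL33 (probe A_44_P310596) was 9.53 ± 0.22 (SD, n = 4) in healthy cortex, 8.84 ± 0.29 in core and 8.50 ± 0.20 in periinfarct at 24 h, and 9.21 ± 0.40 and 9.25 ± 0.12 at 3 d. The decrease in periinfarct at 24 h was a log2 fold change of −1.03 (standard error 0.19, adjusted p = 9.45e-05). In core at 24 h the fold was 0.617 with an adjusted p of 0.00680, which misses the 2-fold minimum. At 3 d the folds were 0.798 and 0.824 (adjusted p = 0.177 and 0.369). IL33 in periinfarct at 24 h (without periinfarct pool 3 or healthy pool 20) lost the call with 1 array left out. IL33 in periinfarct at 24 h was not called with the slide as a block. IL33 in periinfarct at 24 h was not called against time-matched sham cortex. Another probe of IL33, A_44_P1029131, was not called (log2 change −0.43 in periinfarct at 24 h).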

Some of the genes were only regulated at one or the other time-point; an example is *IL-33*, which was significantly altered at 24 h after cerebral infarct in the PI area, but not at 3 d.

**Table 2:** Regulation of inflammatory response and cell movement-associated genes in the core and perriinfarct after permanent focal cerebral ischemia.

Symbol	Gene Name	24 h		3 d	
		Core	Periinfarct	Core	Periinfarct
**Inflammatory Reponse**					
*TLR2*	Toll-Like Receptor 2	2.59 (<10^−4^)	2.36 (<0.01)	8.34 (<10^−10^)	4.00 (<10^−4^)
*IL1RL1*	Interleukin 1 receptor-like 1	13.8 (<10^−4^)	15.5 (<10^−5^)	57.7 (<10^−8^)	12.2 (<10^−4^)
*IL1B*	Interleukin-1 beta	21.9 (<10^−7^)	13.3 (<10^−6^)	13.5 (<10^−6^)	3.89 (<0.05)
*IL4RA*	Interleukin-4 receptor, alpha	4.17 (<10^−5^)	4.06 (<10^−5^)	5.24 (<10^−7^)	2.53 (<0.01)
*IL6RA*	Interleukin-6 receptor, alpha	2.87 (<10^−6^)	3,43 (<10^−8^)	3.92 (<10^−9^)	2,53 (<10^−5^)
*IL7R*	Interleukin-7 receptor	2.42 (<0.05)	2.13 (<0.05)	5.24 (<10^−5^)	3.23 (<0.01)
*IL13RA1*	Interleukin 13 receptor, alpha 1	2.81 (<0.01)	2.69 (<0.01)	5.28 (<10^−6^)	2.48 (<0.05)
*IL17RE*	interleukin 17 receptor E	**–**	4.63 (<10^−6^)	**–**	**–**
*IL18*	Interleukin-18	2.11 (<0.05)	2.73 (<10^−5^)	8.05 (<10^−11^)	3.53 (<10^−6^)
*IL33*	Interleukin-33	**–**	0.50 (<10^−5^)	**–**	**–**
**Cellular Movement**					
*SEMA3A*	Semaphorin-3A	**–**	**–**	0.34 (<10^−5^)	**–**
*SEMA4F*	Semaphorin-4F	**–**	0.46 (<10^−5^)	**–**	**–**
*NOS3*	Nitric oxide synthase 3	2.62 (<10^−4^)	2.49 (<10^−4^)	**–**	**–**
*GUCY1A3*	Guanylate cyclase soluble subunit alpha 3	0.29 (<10^−6^)	0.42 (<10^−4^)	0.40 (<10^−4^)	**–**
*ADM*	Adrenomedullin	4.29 (<10^−5^)	3.92 (<10^−5^)	3.97 (<10^−6^)	2.06 (<0.05)
*HAS1*	Hyaluronan synthase 1	144.01 (<10^−9^)	145.2 (<10^−9^)	14.52 (<10^−5^)	4.92 (<0.05)
*CXCR4*	C-X-C chemokine receptor type 4	**–**	**–**	9.51 (<10^−8^)	3.25 (<0.01)
*COL4A1*	Collagen, type IV, alpha 1	3.73 (<10^−4^)	4.11 (<10^−5^)	5.43 (<10^−6^)	2.62 (<0.01)
*FN1*	Fibronectin	2.36 (<10^−4^)	3.27 (<10^−5^)	8,18 (<10^−9^)	3.36 (<10^−4^)
*ICAM1*	Intercellular Adhesion Molecule 1	5.73 (<10^−7^)	5.54 (<10^−7^)	5.31 (<10^−7^)	2.64 (<0.01)
*PAK1*	Serine/threonine-protein kinase PAK 1	**–**	0.45 (<10^−5^)	0.44 (<10^−5^)	**–**
*S100A9*	S100A9	20.4 (<10^−5^)	15.1 (<10^−4^)	29.7 (<10^−6^)	8.81 (<0.01)
*SLIT2*	calgranulin-B	**–**	0.49 (<10^−5^)	**–**	**–**
*STAT3*	Signal transducer and activator of transcription 3	3.97 (<10^−8^)	3.29 (<10^−6^)	2.66 (<10^−4^)	**–**
*NRCAM*	Neuronal cell adhesion molecule	–	0.44 (<10^−5^)	0.41 (<10^−6^)	**–**

Expression is given by fold change in value compared with healthy controls. Adjusted p-value (Adj*P*) is given in parenthesis.

#### Cellular movement

Specific changes related to tissue remodeling and cell migration observed in the core and the PI areas included *SEMA3A* and *SEMA4F* (downregulated 24 h after stroke in the PI area) (**Table 2**). Also, the *NOS3* gene was upregulated 24 h after cerebral infarct in both areas but not after 3 d. 

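SEMA3A fell to 0.438 of its healthy signal in periinfarct at 24 h (adjusted p = 0.00164) and to 0.332 in core at 3 d (adjusted p = 2.72e-05), and was called in neither core at 24 h (0.552) nor periinfarct at 3 d (0.560). SEMA4F fell to 0.452 in periinfarct at 24 h (adjusted p = 2.60e-05) and to 0.672 in core, below the 2-fold minimum. SEMA3A in periinfarct at 24 h (without periinfarct pool 4) and SEMA4F in periinfarct at 24 h (without periinfarct pool 4) each lost the call with 1 array left out. SEMA3A in periinfarct at 3 d (without periinfarct pool 11) gained a call with 1 array left out. SEMA3A in periinfarct at 3 d was called with the slide as a block. SEMA4F in periinfarct at 24 h was not called against time-matched sham cortex. SEMA3A in core at 24 h was called against time-matched sham cortex.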

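NOS3 (probe A_44_P198620) had a log2 signal of 7.80 ± 0.28 (SD, n = 4) in healthy cortex, 9.14 ± 0.36 in core and 9.08 ± 0.54 in periinfarct at 24 h, and 8.58 ± 0.66 and 8.19 ± 0.55 at 3 d. The folds at 24 h were 2.53 and 2.44 (adjusted p = 4.23e-04 and 4.40e-04) and those at 3 d 1.72 and 1.31 (adjusted p = 0.0201 and 0.379). NOS3 in core at 3 d (without core pool 11) gained a call with 1 array left out.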

*CXCR4* was upregulated 3 d after stroke in both the core and PI area. 

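In healthy cortex the log2 signal of CXCR4 (probe A_44_P425580) was 5.59 ± 0.15 (SD, n = 4), against 8.87 ± 0.46 in core and 7.25 ± 1.24 in periinfarct at 3 d. These are increases of 9.73-fold and 3.17-fold (adjusted p = 1.73e-08 and 0.00251). Core was 3.07-fold above periinfarct at 3 d (adjusted p = 0.00741). At 24 h the folds of 1.76 and 1.60 were not called (adjusted p = 0.110 and 0.182). CXCR4 in the 3 d comparison of core with periinfarct (without periinfarct pool 11) lost the call with 1 array left out. CXCR4 in core at 24 h (without core pool 1) gained a call with 1 array left out. CXCR4 in core at 24 h and periinfarct at 24 h were called against time-matched sham cortex.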

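In core, the folds at 24 h and 3 d were 5.57 and 5.27 for ICAM1, 4.18 and 3.97 for ADM, 2.86 and 8.62 for FN1, and 19.9 and 29.3 for S100A9. In periinfarct they were 5.43 and 2.60, 3.83 and 2.03, 3.58 and 3.32, and 14.9 and 8.67 in the same order. All were called except ADM in periinfarct at 3 d (adjusted p = 0.0500). ICAM1 in periinfarct at 3 d (without periinfarct pool 10) and S100A9 in periinfarct at 3 d (without periinfarct pool 9 or 10) each lost the call with 1 array left out. ADM in periinfarct at 3 d (without periinfarct pool 11 or 12) gained a call with 1 array left out. S100A9 in core at 24 h, periinfarct at 24 h and periinfarct at 3 d were not called against time-matched sham cortex.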

*ICAM1*, *ADM*, *FN1* and *S100A9* were upregulated in all samples at both times.

#### Gene expression

The expression of key transcription factors for cell development and proliferation was altered (**Table 3**). 

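HIF1A (probe A_43_P12423) had a log2 signal of 11.22 ± 0.04 (SD, n = 4) in healthy cortex, 12.29 ± 0.24 in core and 12.02 ± 0.31 in periinfarct at 24 h. The increase was 2.10-fold in core (adjusted p = 2.48e-07) and 1.74-fold in periinfarct (adjusted p = 2.10e-05), the latter under the 2-fold minimum, as was the 1.73-fold increase in core at 3 d (adjusted p = 8.30e-06). REST (probe A_43_P12682) had a log2 signal of 3.72 ± 0.38 in healthy cortex and rose 2.30-fold in core and 2.27-fold in periinfarct at 24 h, and 3.76-fold and 2.14-fold at 3 d (adjusted p = 0.00508, 0.00423, 7.98e-06 and 0.0167). REST in periinfarct at 24 h (without periinfarct pool 4), REST in periinfarct at 3 d (without periinfarct pool 10 or healthy pool 18 or 19) and HIF1A in core at 24 h (without core pool 4) each lost the call with 1 array left out. REST in periinfarct at 3 d was not called with the slide as a block. REST in core at 24 h, periinfarct at 24 h and periinfarct at 3 d and HIF1A in core at 24 h were not called against time-matched sham cortex. Another probe of REST, A_44_P135290, was not called (log2 change 0.76 in core at 24 h, −0.01 in periinfarct at 24 h, 1.13 in core at 3 d and 0.37 in periinfarct at 3 d). A further probe of HIF1A, A_44_P397495, was not called (log2 change 0.85 in core at 24 h).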

*HIF1A* mRNA levels were augmented at 24 h after stroke as were levels of *REST*, a repressor of neuronal differentiation that was upregulated in the core and PI area at 24 h and 3 d after cerebral infarct. 

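MYC rose 7.35-fold in core and 6.70-fold in periinfarct at 24 h, and 6.03-fold and 2.96-fold at 3 d, with adjusted p from 3.44e-08 to 8.43e-04. FAS rose 3.70-fold and 4.07-fold at 24 h, and 7.09-fold and 4.27-fold at 3 d, with adjusted p from 4.52e-08 to 1.09e-04. Each of the 8 calls held with any array left out, with the slide as a block and against time-matched sham cortex. Normexp background correction, however, took away the call of FAS in core at 24 h.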

The same was observed with *MYC* and *FAS*. *SMAD1* (related to *BMP* signaling) and *HEY1* (related to Notch signaling) were significantly altered only in the 24 h samples.

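SMAD1 was 2.26-fold higher in core and 2.65-fold higher in periinfarct at 24 h (adjusted p = 2.29e-08 and 3.62e-10), against 1.27-fold and 1.13-fold at 3 d. HEY1 fell to 0.430 in core at 24 h (adjusted p = 5.12e-04) and to 0.506 in periinfarct, just short of the 2-fold minimum, and was at 0.610 and 0.797 at 3 d. HEY1 in periinfarct at 24 h (without periinfarct pool 2 or 4 or healthy pool 17 or 18) gained a call with 1 array left out. SMAD1 in core at 24 h and HEY1 in core at 24 h were not called against time-matched sham cortex. Another probe of SMAD1, A_44_P419162, was not called (log2 change 0.46 in core at 24 h and 0.48 in periinfarct at 24 h).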

**Table 3:** Regulation of gene expression and tissue development-associated genes in the core and periinfarct after permanent focal cerebral ischemia.

Symbol	Gene Name	24 h		3 d	
		Core	Periinfarct	Core	Periinfarct
**Gene Expression**					
*REST*	RE1-silencing transcription factor	2.33 (<0.01)	2.97 (<0.01)	3,81 (<10^−6^)	2.16 (<0.05)
*SMAD1*	SMAD family member 1	2.35 (<10^−9^)	2.69 (<10^−11^)	**–**	**–**
*STAT4*	Signal transducer and activator of transcription 4	0,49 (<0.01)	**–**	0.35 (<10^−6^)	–
*FAS*	TNF receptor superfamily, member 6	3.73 (<10^−5^)	4.08 (<10^−5^)	7.16 (<10^−8^)	4.32 (<10^−5^)
*MYC*	Myc proto-oncogene protein	7.62 (<10^−9^)	6.87 (<10^−8^)	6.15 (<10^−9^)	3.01 (<10^−4^)
*HIF1A*	Hypoxia-inducible factor 1, alpha	2.11 (<10^−8^)	**–**	**–**	**–**
*ARNT2*	Aryl hydrocarbon receptor nuclear translocator 2	**–**	**–**	**–**	**–**
**Tissue Development**					
*NOTCH3*	Neurogenic locus notch homolog protein 3	**–**	2.14 (<0.05)	2,45 (<0.05)	**–**
*NOCTH4*	Neurogenic locus notch homolog protein 4	**–**	2.03 (<10^−4^)	**–**	**–**
*NOG*	Noggin	**–**	**–**	0,42 (<10^−6^)	**–**
*SOX7*	Sox-7 transcription factor	6.77 (<10^−7^)	5.03 (<10^−6^)	3.97 (<10^−6^)	2.20 (<0.05)
*HES1*	Transcription factor HES-1	**–**	**–**	**–**	**–**
*HES2*	Transcription factor HES-2	**–**	3.14 (<0.05)	**–**	**–**
*HES5*	Transcription factor HES-5	0.18 (<10^−6^)	0.16 (<10^−6^)	0.41 (<0.01)	**–**
*NEUROD1*	Neurogenic differentiation 1	0.40 (<10^−5^)	**–**	0.36 (<10^−6^)	**–**
*MMP2*	Matrix metalloproteinase-2	**–**	**–**	5.82 (<10^−10^)	3.81 (<10^−6^)
*MMP7*	Matrix metalloproteinase-7	–	**–**	81,0 (<10^−7^)	13,0 (<0.01)
*MMP9*	Matrix metalloproteinase-9	5.94 (<10^−6^)	4.03 (<10^−5^)	3.01 (<10^−4^)	2.31 (<0.05)
*MMP12*	Matrix metalloproteinase-12	24,8 (<10^−5^)	27,7 (<10^−5^)	125 (<10^−8^)	22,3 (<10^−4^)

Expression is given by fold change in value compared with healthy controls. Adjusted p-value (Adj*P*) is given in parenthesis.

#### Tissue development

Several matrix-methaloproteinases such as *MMP2*, *MMP7*, *MMP9* and *MMP12,* were up-regulated after cerebral infarct. 

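The log2 signal of MMP9 (probe A_44_P501112) was 5.01 ± 0.29 (SD, n = 4) in healthy cortex, and MMP9 rose 5.86-fold in core and 3.98-fold in periinfarct at 24 h and 3.00-fold and 2.30-fold at 3 d (adjusted p = 1.17e-05, 2.08e-04, 0.00137 and 0.0354). MMP12 (probe A_44_P555271) was not well above background on any healthy array, and in periinfarct at 3 d it was so on 3 of 4 arrays. It rose at least 7.71-fold in core and 8.62-fold in periinfarct at 24 h, and at least 38.6-fold and 6.96-fold at 3 d, with adjusted p from 3.20e-08 to 2.82e-04. MMP9 in periinfarct at 3 d (without periinfarct pool 9 or 10 or healthy pool 18, 19 or 20) lost the call with 1 array left out. MMP9 in periinfarct at 3 d was not called with the slide as a block.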

*MMP2* and *MMP7* were only regulated after 3 d (**Table 3**). 

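MMP2 (probe A_44_P996729) had a log2 signal of 7.39 ± 0.13 (SD, n = 4) in healthy cortex, 9.91 ± 0.30 in core and 9.31 ± 0.88 in periinfarct at 3 d, increases of 5.75-fold and 3.77-fold (adjusted p = 3.17e-10 and 2.43e-06). At 24 h its folds were 1.18 and 1.35 (adjusted p = 0.476 and 0.175). MMP7 was well above background on 1 of 4 healthy arrays, and rose 80.5-fold in core and 13.0-fold in periinfarct at 3 d (adjusted p = 1.33e-06 and 0.00642). At 24 h its folds of 3.61 and 3.34 were not called. MMP7 in periinfarct at 3 d (without periinfarct pool 10) lost the call with 1 array left out. MMP7 in core at 24 h (without healthy pool 17) and MMP7 in periinfarct at 24 h (without healthy pool 17) gained a call with 1 array left out.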

*NEUROD1* was only down-regulated in the core of the lesion. 

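NEUROD1 fell to 0.398 in core at 24 h and to 0.354 in core at 3 d (adjusted p = 2.00e-04 and 1.04e-05). In periinfarct it fell to 0.498 at 24 h (adjusted p = 0.00245), a call, and to 0.551 at 3 d. The difference between core and periinfarct was not called at either time (adjusted p = 0.640 and 0.0867). NEUROD1 in periinfarct at 24 h (without periinfarct pool 3 or 4 or healthy pool 17, 18 or 20) lost the call with 1 array left out. NEUROD1 in periinfarct at 3 d (without periinfarct pool 11) gained a call with 1 array left out. NEUROD1 in periinfarct at 24 h was not called with the slide as a block.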

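NOG fell to 0.421 in core and 0.346 in periinfarct at 24 h and to 0.322 in core at 3 d (adjusted p = 3.41e-04, 1.83e-05 and 2.09e-06), and to 0.512 in periinfarct at 3 d, which was not called (adjusted p = 0.00745). The log2 signal of HES5 (probe A_43_P12436) was 8.57 ± 0.12 (SD, n = 4) in healthy cortex, 6.06 ± 0.79 in core and 5.92 ± 1.37 in periinfarct at 24 h, and 7.25 ± 0.55 and 8.10 ± 0.61 at 3 d. The folds were 0.176 and 0.160 at 24 h and 0.401 and 0.723 at 3 d (adjusted p = 1.45e-05, 5.57e-06, 0.00680 and 0.487). NOG in periinfarct at 3 d (without periinfarct pool 11 or healthy pool 19) gained a call with 1 array left out. NOG in periinfarct at 3 d was called with the slide as a block. NOG in core at 24 h was not called against time-matched sham cortex. Another probe of NOG, A_44_P515381, was not called (log2 change −0.78 in core at 24 h and −0.84 in periinfarct at 24 h).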

*NOG* gene (*Noggin*), was downregulated in the PI area at 3 d and *HES5*, involved in neurogenesis, was downregulated in both the core and PI areas at 24 h but only in the core of the lesion at 3 d after cerebral infarct.

#### Cellular growth and proliferation

Many genes related to cell division were also regulated (**Table 4**). 

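NRP1 (probe A_42_P768978) had a log2 signal of 5.07 ± 0.14 (SD, n = 4) in healthy cortex and 6.11 ± 0.41 in core at 3 d, a fold of 2.06 (adjusted p = 1.85e-06). The log2 changes elsewhere were 0.85 in core and 0.58 in periinfarct at 24 h and 0.59 in periinfarct at 3 d, with adjusted p of 1.38e-04, 0.00433 and 0.0102, so that the 2-fold minimum rather than the test kept these from being called. NDN fell to 0.396 in periinfarct at 24 h (adjusted p = 6.30e-05) and to 0.660 in core (adjusted p = 0.0620). NRP1 in core at 3 d (without core pool 9 or 10 or healthy pool 18) lost the call with 1 array left out. NRP1 in core at 3 d was not called with the slide as a block. NDN in periinfarct at 24 h was not called against time-matched sham cortex. Another probe of NDN, A_44_P308467, was not called (log2 change −0.63 in periinfarct at 24 h).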

*NRP1* was observed to be elevated only in the core 3 d after stroke and *NDN* gene was down-regulated in the PI area at 24 h. Except for *VEGFC* at 24 h after cerebral infarct, which was lower, the other *VEGF* genes (A and B) were not significantly altered at either time-point. 

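VEGFC (probe A_43_P14264) had a log2 signal of 10.13 ± 0.21 (SD, n = 4) in healthy cortex and 8.85 ± 0.25 in core at 24 h, a fold of 0.413 (adjusted p = 2.60e-07). In periinfarct at 24 h its fold was 0.601 (adjusted p = 5.09e-04), under the 2-fold minimum, and at 3 d it was 0.653 in core and 0.685 in periinfarct. For VEGFA the folds were 1.64 and 1.33 at 24 h and 0.525 and 0.724 at 3 d, none called, although that in core at 3 d had an adjusted p of 0.00405. For VEGFB they were 0.680 and 0.662, and 1.02 and 0.891. VEGFA in core at 3 d (without core pool 12 or healthy pool 19) gained a call with 1 array left out. VEGFA in core at 3 d was called against time-matched sham cortex.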

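CDC2 rose 5.61-fold in core and 4.12-fold in periinfarct at 24 h, and 63.8-fold and 20.1-fold at 3 d. CCNA2 rose 3.94-fold and 3.18-fold, and 33.7-fold and 10.2-fold. CCND1 and S100A6 were also called in all 4 comparisons, with folds of 3.06 and 3.52 in core at 24 h, 2.61 and 6.08 in periinfarct at 24 h, 6.51 and 11.0 in core at 3 d, and 3.06 and 5.39 in periinfarct at 3 d. CDK2 was called at 3 d only (4.06-fold in core and 2.01-fold in periinfarct), and RHOH in all but core at 24 h, with 1.72-fold and 2.17-fold at 24 h and 4.63-fold and 2.46-fold at 3 d. CDC2 in periinfarct at 24 h (without periinfarct pool 1), CDK2 in periinfarct at 3 d (without periinfarct pool 9 or 10 or healthy pool 18 or 19) and RHOH in periinfarct at 24 h (without periinfarct pool 3) each lost the call with 1 array left out. CDC2 in periinfarct at 24 h, CDK2 in periinfarct at 3 d and CCNA2 in periinfarct at 24 h were not called with the slide as a block. CDK2 in periinfarct at 3 d, CCND1 in core at 24 h and periinfarct at 24 h, S100A6 in core at 24 h and RHOH in periinfarct at 24 h were not called against time-matched sham cortex. Another probe of CDK2, A_42_P785428, was not called (log2 change 0.76 in periinfarct at 3 d). A further probe of CCNA2, A_43_P15962, was not called (log2 change 0.43 in core at 24 h and 0.91 in periinfarct at 24 h). A different probe of CCND1, A_44_P189299, was not called (log2 change 0.96 in periinfarct at 24 h). Another probe of RHOH, A_44_P444001, was called (log2 change 1.04 in core at 24 h).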

In general, many regulators of the cell cycle showed elevated expression levels, including *CDC2*, *CDK2, CCNA2*, *CCND1*, *S100A6* and *RHOH*. The *MAP2* gene was not regulated although there was a tendency toward lower levels in the core at 3 d. 

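MAP2 (probe A_44_P111897) had a log2 signal of 10.14 ± 0.44 (SD, n = 4) in healthy cortex and 9.43 ± 0.18 in core at 3 d, a fold of 0.614 (adjusted p = 0.0627). The folds in the other groups were 1.12 and 1.06 at 24 h and 0.891 in periinfarct at 3 d, with adjusted p of at least 0.741. MAP2 in core at 3 d was called against time-matched sham cortex.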

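BAI1 fell to 0.489 in core and 0.436 in periinfarct at 24 h, and to 0.350 in core at 3 d (adjusted p = 1.82e-04, 1.99e-05 and 1.33e-07). In periinfarct at 3 d its fold was 0.603 with an adjusted p of 0.0101, short of the 2-fold minimum. BAI1 in core at 24 h (without core pool 3 or healthy pool 20) lost the call with 1 array left out. BAI1 in core at 24 h was not called against time-matched sham cortex. Another probe of BAI1, A_43_P20833, was not called (log2 change −0.37 in core at 24 h).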

The mRNA levels of *BAI1* were decreased at both 24 h and 3 d after stroke in the core but only at 24 h in the PI area.

**Table 4:** Regulation of cell growth and proliferation-associated genes in the core and periinfarct after permanent focal cerebral ischemia.

Symbol	Gene Name	24 h		3 d	
		Core	Periinfarct	Core	Periinfarct
**Cell Growth and Proliferation**					
*CDC2*	Cyclin-dependent kinase 1	5.73 (<0.01)	4.17 (<0.05)	64,5 (<10^−9^)	20,1 (<10^−5^)
*CDK2*	Cyclin-dependent kinase 2	**–**	**–**	2,75 (<0.05)	2.03 (<0.01)
*MAP2*	Microtubule-associated protein 2	**–**	**–**	**–**	**–**
*CDK5R1*	Cyclin-dependent kinase 5,regulatory subunit 1	**–**	**–**	0.46 (<0.01)	**–**
*CCNA2*	Cyclin A2	3.95 (0.01)	3.20 (<0.01)	33,9 (<10^−10^)	10,3 (10^−6^)
*CCND1*	Cyclin D1	2.48 (<10^−4^)	2,00 (<0.01)	6.15 (<10^−9^)	2.79 (10^−4^)
*NRP1*	Neuropilin 1	–	–	2.07 (<10^−7^)	–
*BAI1*	Brain-specific angiogenesis inhibitor 1	0.49 (<10^−4^)	0.46 (<0.05)	0.37 (<0.01)	–
*NDN*	Necdin	–	0.40 (<10^−5^)	–	–
*S100A6*	S100A6 gene	3.58 (<10^−4^)	6.28 (<10^−6^)	11,0 (<10^−9^)	5.39 (<10^−5^)
*INHBA*	Inhibin, beta A	6.77 (<10^−4^)	**–**	**–**	**–**
*RUNX3*	Runt-related transcription factor 3	**–**	**–**	**–**	**–**
*MAP4K1*	Mitogen-activated protein kinase 1	**–**	**–**	4.69 (<10^−7^)	2.03 (<0.05)
*RHOH*	Ras homolog gene family, member H	2.08 (<0.05)	2.11 (<0.05)	6.54 (<10^−7^)	2.95 (<0.01)
*VEGFA*	Vascular endothelial growth factor A	**–**	**–**	**–**	**–**
*VEGFB*	Vascular endothelial growth factor B	–	–	–	–
*VEGFC*	Vascular endothelial growth factor C	0.42 (<10^−8^)	–	–	–
*FGF13*	Fibroblast growth factor 13	0.47 (<10^−5^)	0.46 (<10^−5^)	0.33 (<10^−8^)	–
*GNAO1*	Guanine nucleotide binding protein	–	–	–	–

Expression is given by fold change in value compared with healthy controls. Adjusted p-value (Adj*P*) is given in parenthesis.

#### Nervous system development and function

The expression of many trophic factors as well as several neurogenesis- and oligodendrogenesis-related genes was altered (**Table 5**). The oligodendrocyte differentiation repressor *LINGO1* was downregulated in the PI area at 24 h and remained at lower expression values in the core of the lesion after 3 d of ischemia. On the other hand, 24 h and 3 d after occlusion, *RTN4* (*Nogo-A*) and its receptor were downregulated in both the core and PI areas while *OLIG2* was downregulated in the core only at 24 h. 

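LINGO1 (probe A_44_P220519) had a log2 signal of 9.60 ± 0.33 (SD, n = 4) in healthy cortex, 8.94 ± 0.61 in core and 8.36 ± 0.48 in periinfarct at 24 h, and 7.99 ± 0.50 and 8.75 ± 0.38 at 3 d. It fell to 0.426 in periinfarct at 24 h and to 0.328 in core at 3 d (adjusted p = 0.00115 and 2.32e-05). The folds of 0.633 in core at 24 h and 0.558 in periinfarct at 3 d were not called (adjusted p = 0.0878 and 0.0426). LINGO1 in periinfarct at 3 d (without periinfarct pool 11) gained a call with 1 array left out.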

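RTN4 fell to 0.440 in core and 0.336 in periinfarct at 24 h, and to 0.350 and 0.495 at 3 d (adjusted p = 0.0108, 6.61e-04, 5.52e-04 and 0.0438). Its receptor RTN4R fell to 0.497 and 0.401 at 24 h and to 0.400 in core at 3 d, and was at 0.664 in periinfarct at 3 d (adjusted p = 0.0607), which was not called. OLIG2 fell to 0.486 in core at 24 h (adjusted p = 0.00840), while 0.555 in periinfarct at 24 h, 0.638 in core at 3 d and 0.625 in periinfarct at 3 d were not called. RTN4 in periinfarct at 3 d (without periinfarct pool 9, 10 or 12 or healthy pool 17, 18, 19 or 20), RTN4R in core at 24 h (without core pool 3 or healthy pool 17 or 20) and OLIG2 in core at 24 h (without core pool 2 or healthy pool 19) each lost the call with 1 array left out. OLIG2 in periinfarct at 24 h (without healthy pool 17) gained a call with 1 array left out. RTN4 in core at 24 h and periinfarct at 3 d, RTN4R in core at 24 h and OLIG2 in core at 24 h were not called with the slide as a block. RTN4 in core at 24 h, periinfarct at 24 h and periinfarct at 3 d and OLIG2 in core at 24 h were not called against time-matched sham cortex.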

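SYN1 (probe A_44_P262452) had a log2 signal of 8.53 ± 0.09 (SD, n = 4) in healthy cortex, 7.62 ± 0.16 in core and 7.18 ± 0.39 in periinfarct at 24 h, and 7.25 ± 0.64 and 7.95 ± 0.21 at 3 d. In core at 24 h the folds were 0.585 for NRCAM, 0.535 for SYN1, 0.625 for GRIN1 and 0.568 for ROBO2, none called, with adjusted p between 0.00294 and 0.00945. In periinfarct at 24 h they were 0.439, 0.392, 0.496 and 0.522, the last of which was not called. In core at 3 d, 0.411, 0.412, 0.422 and 0.453 were all called, and in periinfarct at 3 d, 0.697, 0.671, 0.683 and 0.735 were not. Compared directly at 24 h, core and periinfarct differed in none of these genes (adjusted p = 0.430, 0.411, 0.503 and 0.861). At 3 d core was below periinfarct for all 4 at an adjusted p below 0.05 (0.0174, 0.0331, 0.0174 and 0.0225), but with folds of 0.590, 0.614, 0.617 and 0.617, under the 2-fold minimum for a call. GRIN1 in periinfarct at 24 h (without periinfarct pool 3 or 4 or healthy pool 17 or 20) and ROBO2 in core at 3 d (without core pool 12) each lost the call with 1 array left out. NRCAM in the 3 d comparison of core with periinfarct (without core pool 11), SYN1 in the 3 d comparison of core with periinfarct (without core pool 11) and ROBO2 in periinfarct at 24 h (without periinfarct pool 1 or 2) gained a call with 1 array left out. NRCAM in periinfarct at 24 h and GRIN1 in periinfarct at 24 h were not called with the slide as a block. ROBO2 in periinfarct at 24 h was called with the slide as a block. NRCAM in periinfarct at 24 h, SYN1 in periinfarct at 24 h and GRIN1 in periinfarct at 24 h were not called against time-matched sham cortex. Another probe of ROBO2, A_42_P584710, was called (log2 change −1.03 in periinfarct at 24 h).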

*NRCAM*, *SYN1*, *GRIN1*, and *ROBO2* were downregulated in the PI area but not core at 24 h and in the core but not PI at 3 d. Most of the trophic factors showed augmented levels after stroke. 

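NTF4 rose 2.24-fold in core and 3.76-fold in periinfarct at 24 h, and HB-EGF 4.11-fold and 3.34-fold. TGFB2 rose 3.02-fold in core (adjusted p = 1.34e-09) and 1.60-fold in periinfarct (adjusted p = 6.46e-04), the latter under the 2-fold minimum. TGFB1 rose 3.49-fold and 2.70-fold at 24 h and 8.73-fold and 3.57-fold at 3 d. GFAP (probe A_44_P464502) had a log2 signal of 8.38 ± 0.27 (SD, n = 4) in healthy cortex and rose 7.34-fold in core and 10.0-fold in periinfarct at 24 h, and 11.3-fold and 9.98-fold at 3 d. FGF2 rose 3.52-fold and 3.84-fold at 24 h, and 2.12-fold in periinfarct at 3 d, while 1.80-fold in core at 3 d was short of the 2-fold minimum (adjusted p = 0.00301). FGF2 in periinfarct at 3 d (without periinfarct pool 12) lost the call with 1 array left out. FGF2 in periinfarct at 3 d was not called with the slide as a block. FGF2 in periinfarct at 3 d was not called against time-matched sham cortex.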

*NTF4*, *HB-EGF* and *TGFB2* were already augmented at 24 h in both core and PI areas whereas at 3 d *TGFB1*, *GFAP* and *FGF2* expression levels had also risen in both areas. 

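GRN (probe A_44_P1028858) had a log2 signal of 10.78 ± 0.09 (SD, n = 4) in healthy cortex, 14.15 ± 0.38 in core and 13.03 ± 1.19 in periinfarct at 3 d, increases of 10.4-fold and 4.77-fold (adjusted p = 5.31e-11 and 2.08e-06). At 24 h its folds were 1.69 and 1.84 (adjusted p = 0.0359 and 0.0119), neither called. At 3 d core was 2.18-fold above periinfarct (adjusted p = 0.00833). GRN in the 3 d comparison of core with periinfarct (without core pool 9 or periinfarct pool 11) lost the call with 1 array left out.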

*GRN* (*Granulin*) gene expression was augmented after 3 d. 

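BMP4 fell to 0.398 in core and 0.425 in periinfarct at 24 h (adjusted p = 1.26e-04 and 2.02e-04), and its folds at 3 d were 0.678 and 0.763. BMP7 rose 2.36-fold in core at 3 d (adjusted p = 7.83e-05) and 1.59-fold in periinfarct (adjusted p = 0.0574). BMP4 in periinfarct at 24 h was not called with the slide as a block. BMP4 in core at 24 h and periinfarct at 24 h were not called against time-matched sham cortex.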

*BMP4* levels were diminished at 24 h and *BMP7* levels were augmented in the core of the lesion at 3 d. 

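BDNF was measured by probe A_44_P219026. Its log2 signal was 7.63 ± 0.26 (SD, n = 4) in healthy cortex, 9.00 ± 1.81 in core and 7.98 ± 1.43 in periinfarct at 24 h, and 5.75 ± 0.86 and 6.69 ± 0.57 at 3 d. In core at 24 h the fold was 2.59 with an adjusted p of 0.0587, so BDNF was not called, and the SD there was the largest of its groups. In core at 3 d it fell to 0.272 (adjusted p = 0.00499). The folds in periinfarct were 1.27 at 24 h and 0.521 at 3 d (adjusted p = 0.685 and 0.266). Between 24 h and 3 d, BDNF in core fell to 0.105 of its 24 h signal (adjusted p = 1.89e-05). BDNF in core at 24 h (without core pool 1 or 2) gained a call with 1 array left out. BDNF in core at 24 h was called against time-matched sham cortex.

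**Figure D2:**
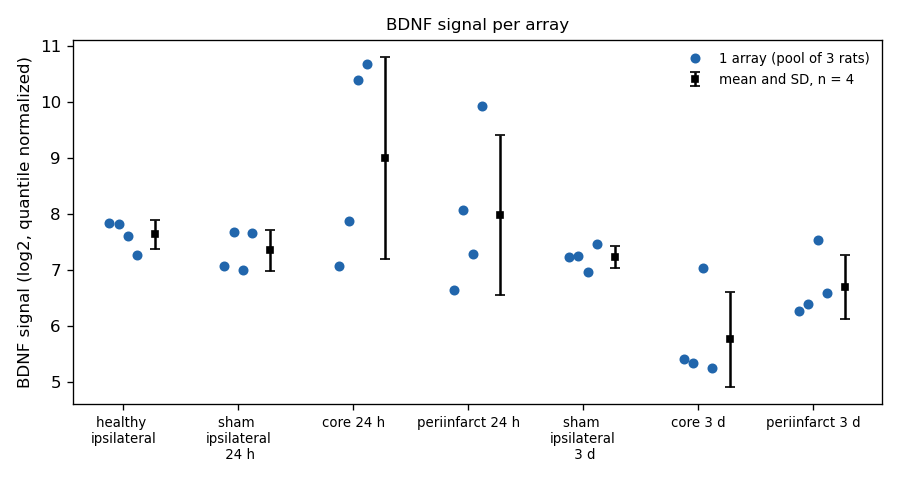
Quantile normalized log2 signal of BDNF on each array (blue) of 7 groups, named on the horizontal axis, with the mean and SD of 4 arrays in black. At 24 h core has 2 arrays above 10 and 2 below 8.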

Some genes like *BDNF* presented a differential response, since their levels were augmented at 24 h but had decreased at 3 d of ischemia.

**Table 5:** Regulation of nervous system development and function-associated genes in the core and periinfarct after permanent focal cerebral ischemia.

Symbol	Gene Name	24 h		3 d	
		Core	Periinfarct	Core	Periinfarct
**Nervous System Dev. & Function**					
*SYN1*	Synapsin I	–	0.40 (<10^−5^)	0.42 (<10^−5^)	–
*TF*	Transferrin	2.16 (<0.01)	**–**	2.68 (<10^−5^)	2.11 (<0.01)
*LINGO1*	Leucine rich repeat and Ig domain containing 1	–	0.44 (<10^−4^)	0.33 (<10^−5^)	–
*RTN4 (NOGO)*	Reticulon-4	0.44 (<0.01)	0.34 (<10^−4^)	0.35 (<10^−4^)	0.49 (<0.05)
*RTN4R*	Reticulon-4 receptor	0.50 (<10^−4^)	0,.40 (<10^−5^)	0.39 (<10^−6^)	–
*BMP4*	Bone morphogenetic protein-4	0.40 (<10^−5^)	0.43 (<10^−4^)	–	–
*BMP7*	Bone morphogenetic protein-7	–	–	2.39 (<10^−5^)	–
*GRN*	Granulin	–	–	10.3 (<10^−11^)	4.76 (<10^−6^)
*GRIN1*	Glutamate [NMDA] receptor subunit zeta-1	–	0.49 (<10^−5^)	0.41 (<10^−7^)	–
*ROBO2*	Roundabout, axon guidance receptor, homolog 2	–	0.49 (<10^−4^)	0.46 (<10^−5^)	–
*GFAP*	Glial fibrillary acidic protein	7.52 (<10^−6^)	10.1 (<10^−7^)	11.5 (<10^−8^)	9.19 (<10^−6^)
*FGF2*	Fibroblast growth factor 2	3.65 (<10^−8^)	3.94 (<10^−8^)	–	2.16 (<10^−4^)
*HB-EGF*	Heparin-binding EGF-like growth factor	4.23 (<10^−5^)	3.41 (<10^−4^)	–	–
*TGFB1*	Transforming growth factor, beta 1	3.61 (<10^−4^)	2.71 (<0.01)	8.81 (<10^−8^)	3.61 (<10^−4^)
*TGFB2*	Transforming growth factor, beta 2	3.05 (<10^−10^)	–	–	–
*BDNF*	Brain-derived neurotrophic factor	2.66 (<0.05)	–	0.27 (<0.01)	–
*NTF4*	Neurotrophin 4	2.27 (<0.01)	3.81(<10^−6^)	–	–
*ARTN*	Artemin	2.81 (<0.01)	**–**	–	–
*YWHAH*	14-3-3 protein eta	–	0.47 (<10^−4^)	–	–
*PTN (NEGF1)*	Pleiotropin	–	**–**	–	–
*NRCAM*	Neuronal cell adhesion molecule	–	0.44 (<10^−5^)	0.41 (<10^−6^)	–
*DCX*	Doublecortin	–	–	0.50 (<10^−4^)	–
*NUMB*	Protein numb homolog	–	–	–	–
*DPYSL3*	DPY-related protein 3	–	–	2.14 (<10^−4^)	–

Expression is given by fold change in value compared with healthy controls. Adjusted p-value (Adj*P*) is given in parenthesis.

#### DNA replication, recombination and repair

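CDT1 rose 4.69-fold in core and 3.54-fold in periinfarct at 24 h, and 11.5-fold and 3.96-fold at 3 d (adjusted p = 4.54e-04, 0.00231, 1.42e-07 and 0.00279). E2F3 rose 1.74-fold and 1.98-fold at 24 h and 1.87-fold and 1.31-fold at 3 d, in each case under the 2-fold minimum. E2F3 in periinfarct at 24 h (without periinfarct pool 3 or 4 or healthy pool 17 or 18) and E2F3 in core at 3 d (without core pool 11) gained a call with 1 array left out. Another probe of E2F3, A_44_P1010528, was called (log2 change 1.12 in core at 3 d).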

The stress response following stroke induced several replication-associated genes such as *CDT1* and *E2F3* (**Table 6**). 

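EXO1 rose 3.50-fold in core and 2.97-fold in periinfarct at 24 h, and 13.1-fold and 4.40-fold at 3 d, with adjusted p from 1.63e-09 to 0.00158. Each call held with any array left out, with the slide as a block and against time-matched sham cortex. Under normexp background correction, EXO1 in core at 24 h was not called. The levels in core and periinfarct differed by 2.98-fold at 3 d (adjusted p = 0.00824), a call that was lost without core pool 9 or periinfarct pool 11.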

At both 24 h and 3 d after cerebral infarct the expression of repair and recombination genes such as *EXO1* was higher. Levels of ADA were also increased at both time points.

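ADA rose 2.71-fold in periinfarct at 24 h, and 7.22-fold in core and 3.20-fold in periinfarct at 3 d (adjusted p = 0.00275, 1.28e-07 and 0.00172). In core at 24 h the fold of 1.67 was not called (adjusted p = 0.136).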

**Table 6:** Regulation of DNA replication, recombination & repair and also cell death-associated genes in the core and periinfarct after permanent focal cerebral ischemia.

Symbol	Gene Name	24 h		3 d	
		Core	Periinfarct	Core	Periinfarct
**DNA Replication Recomb. & Repair**					
*ADA*	Adenosine deaminase	–	2.64 (<0.01)	6.19 (<10^−7^)	3.12 (<0.01)
*RPA1*	Replication protein A1	–	0.47 (<0.01)	–	–
*CDT1*	DNA replication factor CDT1	4.76 (<10^−4^)	3.58 (<0.01)	11.6 (<10^−7^)	4.00 (<0.01)
*E2F3*	Transcription factor E2F3	–	2.01 (<10^−4^)	–	–
*EXO1*	Exonuclease 1	3.53 (<10^−4^)	2.99 (<10^−4^)	13.1 (<10^−10^)	4.44 (<10^−5^)
**Cell Death**					
*CASP3*	Caspase 3	2.43 (<10^−6^)	–	–	–
*CASP9*	Caspase 9	2.13 (<0.05)	0.32 (<10^−4^)	0.43 (<0.01)	–
*BCL2*	B-cell lymphoma 2	–	0.49 (<0.01)	–	–
*AIFM3*	Apoptosis-inducing factor, mitochondrion-associated 3	0.32 (<10^6^)	0.34 (<10^5^)	0.30 (<10^7^)	–
*BID*	BH3 interacting-domain death agonist	–	–	–	–
*CASP8*	Caspase 8	–	–	4.23 (<10^−4^)	–
*BIRC5*	Survivin	–	–	13.1 (<10^−10^)	4.17 (<10^−4^)
*ADORA1*	Adenosine A1 receptor	–	0.47 (<0.01)	–	–
*HSP27 (HSP18)*	Heat shock protein 27	43.1 (<10^−9^)	48.8 (<10^−10^)	15.6 (<10^−7^)	9.78 (<10^−5^)
*HSPA1A (HSP72)*	Heat shock 70 kDa protein 1	52.0 (<10^−12^)	81.6 (<10^−14^)	2.56 (<0.01)	**–**
*HSPA1B*	Heat shock 70 kDa protein 1B	73.5 (<10^−16^)	129 (<10^−18^)	2.66 (<10^−4^)	**–**
*HSPA2*	Heat shock-related 70 kDa protein 2	3.09 (<10^−8^)	3.03 (<10^−7^)	**–**	**–**
*HSPA8 (HSC70)*	Heat shock 70 kDa protein 8	–	–	–	–
*HSPA9 (GPR75)*	Heat shock 70 kDa protein 9	–	2.25 (<10^−7^)	–	–

Expression is given by fold change in value compared with healthy controls. Adjusted p-value (Adj*P*) is given in parenthesis.

#### Cell death

Expression values of genes belonging to both the extrinsic and intrinsic pathways of apoptosis changed. *CASP3* was augmented 24 h after stroke in the core of the lesion, whereas *CASP9* and *AIFM3* levels were decreased after cerebral infarct in both core and PI areas, but these differences with normal levels were not significant in the PI area 3 d after the lesion (**Table 6**). 

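CASP9 (probe A_44_P121227) had a log2 signal of 7.05 ± 0.24 (SD, n = 4) in healthy cortex, 5.95 ± 0.28 in core and 5.40 ± 0.26 in periinfarct at 24 h, and 5.83 ± 0.56 and 6.27 ± 0.13 at 3 d. CASP9 fell to 0.466 in core and 0.317 in periinfarct at 24 h, and to 0.429 in core at 3 d (adjusted p = 0.0179, 3.89e-04 and 0.00454), and was at 0.580 in periinfarct at 3 d (adjusted p = 0.129). AIFM3 fell to 0.311 and 0.333 at 24 h and to 0.300 in core at 3 d, with adjusted p of at most 2.09e-05, and was at 0.525 in periinfarct at 3 d (adjusted p = 0.0135). CASP9 in core at 24 h (without core pool 1) lost the call with 1 array left out. AIFM3 in periinfarct at 3 d (without periinfarct pool 11 or healthy pool 18) gained a call with 1 array left out. CASP9 in core at 24 h was not called with the slide as a block. AIFM3 in periinfarct at 3 d was called with the slide as a block. CASP9 in core at 24 h and periinfarct at 24 h were not called against time-matched sham cortex. Another probe of CASP9, A_44_P238608, was not called (log2 change −0.74 in core at 24 h, −0.97 in periinfarct at 24 h and −0.71 in core at 3 d).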

Levels of *BCL2* and *ADORA1* were decreased at 24 h in the PI area although *BID* mRNA levels were not significantly altered. 

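ADORA1 fell to 0.464 in periinfarct at 24 h (adjusted p = 0.00748), while 0.671 in core at 24 h was not called. BCL2 was at 0.692 in periinfarct at 24 h, which was not called (adjusted p = 0.100). BID had folds of 1.86 and 1.96 at 24 h and 1.57 in periinfarct at 3 d, under the 2-fold minimum, and rose 2.50-fold in core at 3 d (adjusted p = 9.74e-06). BID in periinfarct at 24 h (without periinfarct pool 2) gained a call with 1 array left out. BID in core at 24 h and periinfarct at 24 h were called with the slide as a block. ADORA1 in periinfarct at 24 h was not called against time-matched sham cortex. BID in core at 24 h and periinfarct at 24 h were called against time-matched sham cortex. Another probe of BCL2, A_44_P280776, was called (log2 change −1.02 in periinfarct at 24 h). A further probe of BID, A_44_P550497, was not called (log2 change 0.91 in core at 3 d).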

*CASP8* and *BIRC5* genes were elevated after 3 d. 

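At 3 d, CASP8 rose 4.21-fold in core (adjusted p = 1.47e-04) and 2.23-fold in periinfarct, the latter with an adjusted p of 0.0621, and BIRC5 rose 12.8-fold and 4.12-fold (adjusted p = 2.86e-09 and 3.59e-04). At 24 h neither gene was called, with folds of 1.41 and 1.52 in core. CASP8 in periinfarct at 3 d (without periinfarct pool 11) gained a call with 1 array left out. CASP8 in periinfarct at 3 d was called with the slide as a block. CASP8 in core at 24 h and periinfarct at 3 d were called against time-matched sham cortex.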

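HSPA1B (probe A_44_P1042876) had a log2 signal of 8.02 ± 0.34 (SD, n = 4) in healthy cortex, 14.06 ± 0.27 in core and 15.03 ± 0.83 in periinfarct at 24 h, and 9.40 ± 0.65 and 8.93 ± 0.77 at 3 d. At 24 h the folds in core and periinfarct were 40.9 and 47.6 for HSP27, 51.3 and 79.9 for HSPA1A, 65.7 and 129 for HSPA1B, and 3.03 and 3.00 for HSPA2, all with an adjusted p of at most 1.32e-07. In core at 3 d they were 15.4, 2.55, 2.60 and 1.89, of which the last was under the 2-fold minimum. In periinfarct at 3 d, HSP27 was called (9.64-fold, adjusted p = 5.32e-05) and HSPA1A, HSPA1B and HSPA2 were not (1.60, 1.88 and 1.94). HSPA1A in periinfarct at 3 d (without periinfarct pool 11), HSPA1B in periinfarct at 3 d (without periinfarct pool 11 or healthy pool 18) and HSPA2 in periinfarct at 3 d (without periinfarct pool 11) gained a call with 1 array left out. HSPA1B in periinfarct at 3 d and HSPA2 in core at 3 d and periinfarct at 3 d were called with the slide as a block.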

Looking at chaperonins, *HSP27*, *HSPA1A*, *HSPA1B* and *HSPA2* were always increased in both areas at both time-points, although the increase in the PI area at 3 d did not quite reach significance.

#### Cellular assembly and organization

*RHOA* expression did not change at either time-point, whereas the levels of *FEZ1* and *TNR* diminished in the PI area at 24 h (**Table 7**). 

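RHOA had folds of 1.10 in core and 0.839 in periinfarct at 24 h, and 1.92 and 1.11 at 3 d, none called, although core at 3 d had an adjusted p of 9.00e-04. FEZ1 and TNR fell to 0.451 and 0.468 in core at 3 d (adjusted p = 0.00486 and 6.82e-07). In periinfarct at 24 h their folds were 0.620 and 0.566 (adjusted p = 0.113 and 1.23e-04), which were not called. TNR in core at 3 d (without core pool 9) lost the call with 1 array left out. RHOA in core at 3 d (without core pool 11) gained a call with 1 array left out. RHOA in core at 3 d was called with the slide as a block. Another probe of TNR, A_43_P16071, was not called (log2 change −0.55 in core at 3 d).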

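In core at 3 d, SMC4 rose 3.79-fold, NUF2 19.5-fold and ECT2 32.0-fold, and in periinfarct at 3 d 2.00-fold, 7.28-fold and 10.5-fold, with adjusted p from 2.56e-09 to 0.00168. At 24 h, ECT2 in core was the only 1 of them called (3.13-fold, adjusted p = 0.0186). ECT2 in periinfarct at 24 h (without periinfarct pool 4) gained a call with 1 array left out. SMC4 in periinfarct at 3 d (without periinfarct pool 9, 10 or 12 or healthy pool 17 or 20) and ECT2 in core at 24 h (without core pool 1 or healthy pool 19) each lost the call with 1 array left out. ECT2 in core at 24 h was not called with the slide as a block. SMC4 in periinfarct at 3 d was not called against time-matched sham cortex. Another probe of ECT2, A_43_P20037, was not called (log2 change 0.01 in core at 24 h).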

*SMC4*, *NUF2* and *ECT2* were augmented in the core and PI areas at 3 d after stroke.

**Table 7:** Regulation of cellular assembly & organization and cell signaling-associated genes in the core and periinfarct after permanent focal cerebral ischemia.

Symbol	Gene Name	24 h		3 d	
		Core	Periinfarct	Core	Periinfarct
**Cellular Assembly & Organization**					
*RHOA*	Ras homolog gene family, member A	–	–	**–**	**–**
*SMC4*	Structural maintenance of chromosomes 4	**–**	**–**	3.83 (<10^−9^)	2.02 (<10^−4^)
*NUF2*	Kinetochore protein Nuf2	**–**	**–**	19.7 (<10^−9^)	7.36 (<10^−5^)
*ECT2*	ECT2 gene	3.16 (<0.05)	**–**	32.0 (<10^−10^)	10.6 (<10^−5^)
*FEZ1*	Fasciculation and elongation protein zeta-1	**–**	**–**	0.45 (<0.01)	**–**
*TNR*	Tenascin-R	–	–	0.47 (<10^−7^)	–
**Cell Signaling**					
*RFTN1*	Raftlin, lipid raft linker 1	2.12 (<0.01)	2.45 (<10^−4^)	7.06 (<10^−9^)	2.29 (<0.01)
*NDN*	Necdin	–	0.40 (<10^−5^)	–	–
*CCL5*	Chemokine (C-C motif) ligand 5	–	2.39 (<0.05)	2.36 (<0.01)	–
*CXCL1*	Chemokine (C-X-C motif) ligand 1	27.1 (<0.01)	238 (<10^−6^)	82.7 (<10^−5^)	27.7 (<0.01)
*CXCL10*	Chemokine (C-X-C motif) ligand 10	7.36 (<10^−4^)	9.38 (<10^−4^)	6.27 (<10^−4^)	9.32 (<10^−4^)
*CXCL11*	Chemokine (C-X-C motif) ligand 11	11.5 (<10^−4^)	22.8 (<10^−5^)	25.3 (<10^−6^)	12.8 (<10^−4^)
*CXCL12 (T1)*	Chemokine (C-X-C motif) ligand 12 (transcript 1)	–	–	–	–
*CXCL12 (T3)*	Chemokine (C-X-C motif) ligand 12 (transcript 3)	0.28 (<10^−9^)	0.36 (<10^−7^)	–	–
*CXCL13*	Chemokine (C-X-C motif) ligand 13	4.75 (<0.05)	3.48 (<0.05)	10.9 (<10^−5^)	5.89 (<0.05)
*CCL2*	Chemokine (C-C motif) ligand 2	576 (<10^−8^)	560 (<10^−8^)	388 (<10^−8^)	69.1 (<10^−5^)
*CCL4*	Chemokine (C-C motif) ligand 4	15.8 (<10^−7^)	14.0 (<10^−7^)	7.94 (<10^−6^)	2.88 (<0.05)
*CCL5*	Chemokine (C-C motif) ligand 5	–	2.39 (<0.05)	2.36 (<0.01)	–
*CCL20*	Chemokine (C-C motif) ligand 20	46.2 (<10^−5^)	90,5 (<10^−6^)	4.86 (<0.05)	–
*MyD88*	Myeloid differentiation primary response gene 88	2.27 (<0.01)	2.00 (<0.05)	2.71 (<10^−4^)	–
*ANGPT2*	Angiopoietin-2	3.41 (<0.05)	2.92 (<0.05)	2.36 (<0.05)	–
*CALCB*	Calcitonin-related polypeptide beta	18.4 (<10^−8^)	12.2 (<10^−6^)	61.8(<10^−11^)	11.8 (<10^−6^)

Expression is given by fold change in value compared with healthy controls. Adjusted p-value (Adj*P*) is given in parenthesis.

#### Cell signaling

Multiple genes related to cell signaling changed during the response to ischemia, and many of them showed increased RNA levels (e.g. *CXCL1*, *CXCL10*, *CXCL11* and *CXCL13*). 

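CXCL1 (probe A_42_P473398) was not well above background on any of the healthy arrays. It rose at least 75.8-fold in core and 84.2-fold in periinfarct at 24 h, and at least 29.4-fold and 9.91-fold at 3 d (adjusted p = 9.00e-06, 5.54e-06, 3.75e-05 and 0.00509). CXCL11, with the same limit in healthy cortex, rose at least 6.14-fold and 12.2-fold at 24 h and 13.5-fold and 6.89-fold at 3 d. CXCL10 rose 7.25-fold and 9.23-fold at 24 h, and 6.18-fold and 9.20-fold at 3 d. CXCL13, well above background on 3 of 4 healthy arrays, rose 4.76-fold in core and 3.44-fold in periinfarct at 24 h, the latter not called (adjusted p = 0.0561), and 10.6-fold and 4.71-fold at 3 d. CXCL1 in periinfarct at 3 d (without periinfarct pool 10), CXCL13 in core at 24 h (without core pool 4) and CXCL13 in periinfarct at 3 d (without periinfarct pool 9, 10 or 12 or healthy pool 17, 18, 19 or 20) each lost the call with 1 array left out. CXCL13 in periinfarct at 24 h (without periinfarct pool 2) gained a call with 1 array left out. CXCL1 in periinfarct at 3 d and CXCL13 in core at 24 h and periinfarct at 3 d were not called with the slide as a block. CXCL10 in core at 24 h, CXCL11 in core at 24 h and CXCL13 in periinfarct at 3 d were not called against time-matched sham cortex. CXCL13 in periinfarct at 24 h was called against time-matched sham cortex.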

At 24 h *CXCL12* levels were decreased in transcript 3 (**Table 7**) but there were no changes in this transcript at 3 d and none in transcript 1 at either of the studied time points. 

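The probe of transcript 3 (CXCL12 T3, A_44_P337351) had a log2 signal of 11.40 ± 0.24 (SD, n = 4) in healthy cortex, 9.56 ± 0.30 in core and 9.93 ± 0.17 in periinfarct at 24 h, folds of 0.279 and 0.361 (adjusted p = 1.84e-08 and 1.04e-06). At 3 d the folds of CXCL12 T3 were 0.542 in core (adjusted p = 4.24e-04, under the 2-fold minimum) and 0.666 in periinfarct. The probe of transcript 1 (CXCL12 T1) was called nowhere, with folds of 0.559 and 0.809 at 24 h and 0.974 and 1.08 at 3 d. CXCL12 T1 in core at 24 h (without core pool 1) and CXCL12 T3 in core at 3 d (without core pool 10) gained a call with 1 array left out.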

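CCL2 (probe A_42_P695401) had a log2 signal of 3.59 ± 0.38 (SD, n = 4) in healthy cortex, 12.70 ± 0.91 in core and 12.70 ± 1.28 in periinfarct at 24 h, and 12.16 ± 0.57 and 9.69 ± 3.27 at 3 d. Its increases were 551-fold and 552-fold at 24 h and 380-fold and 68.3-fold at 3 d. CCL4, well above background on 2 of 4 healthy arrays, rose 15.5-fold and 13.7-fold at 24 h and 7.81-fold and 2.88-fold at 3 d. CCL5 was called in periinfarct at 24 h (2.37-fold) and in core at 3 d (2.34-fold), but not in core at 24 h (1.66-fold) or periinfarct at 3 d (1.84-fold). CCL20 rose at least 11.6-fold in core and 22.6-fold in periinfarct at 24 h, with healthy arrays at background, and was not called at 3 d (adjusted p = 0.0557 and 0.476). MyD88 rose 2.25-fold in core at 24 h and 2.70-fold in core at 3 d, and 1.97-fold and 1.86-fold in periinfarct, where it was not called. ANGPT2 rose 4.58-fold in core and 4.84-fold in periinfarct at 24 h and 2.32-fold in core at 3 d, while 1.52-fold in periinfarct at 3 d was not called (adjusted p = 0.262). CCL5 in periinfarct at 24 h (without periinfarct pool 3), CCL5 in core at 3 d (without core pool 10) and CCL4 in periinfarct at 3 d (without periinfarct pool 9 or 10 or healthy pool 20) each lost the call with 1 array left out. MyD88 in core at 24 h (without core pool 4) lost the call with 1 array left out. MyD88 in periinfarct at 24 h (without periinfarct pool 1 or 2 or healthy pool 20) and MyD88 in periinfarct at 3 d (without periinfarct pool 11) gained a call with 1 array left out. CCL4 in periinfarct at 3 d and MyD88 in core at 24 h were not called with the slide as a block. CCL5 in periinfarct at 3 d and MyD88 in periinfarct at 24 h were called with the slide as a block. CCL4 in periinfarct at 3 d was not called against time-matched sham cortex. MyD88 in periinfarct at 24 h and periinfarct at 3 d were called against time-matched sham cortex. Another probe of ANGPT2, A_43_P15980, was not called (log2 change 0.84 in core at 3 d). A further probe of ANGPT2, A_44_P419123, was not called (log2 change 0.61 in core at 3 d).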

*CCL2*, *CCL4*, *CCL5*, *CCL20* and *MyD88* showed augmented levels and *ANGPT2* had elevated core levels both 24 h and 3 d after ischemia but not in PI at 3 d.

### Comparison between Core and PI Gene Expression

To go a step further in our analysis of expression level, the differences between the core and PI were statistically analyzed at 24 h and 3 d (**Table 1**). The number of differentially expressed genes increased from 202 at 24 h to 1,165 at 3 days. 

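Compared directly, core and periinfarct differed in 41 of the 30515 probes at 24 h, 15 higher and 26 lower in core, and in 1232 at 3 d, 952 higher and 280 lower. Both counts depended on single arrays. At 24 h the count was 6 without periinfarct pool 3 and 138 without periinfarct pool 2, and at 3 d it was 111 without periinfarct pool 11 and 3088 without core pool 11. With the slide as a block, 7 probes were called at 24 h, 4 of them among the 41, and 1095 at 3 d. When only the arrays of the compared groups were fitted, 1 was called at 24 h and 0 at 3 d. Of the 35 equal splits of the 8 arrays at 24 h, 4 gave at least 41 calls, the real one included, and at 3 d 4 splits reached the real count. Since core and periinfarct arrays share pool numbers, the pool was also fitted. As a fixed block it gave 59 and 1442 calls. As a random effect, added after the data were seen, it gave 243 and 1566, and with the authors' normalized table 202 and 1165.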

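The 1272 probes called in a direct comparison of core with periinfarct at 24 h or at 3 d were grouped by k-means into 8 clusters on their log2 changes from healthy cortex in the 4 ischemic groups, with 50 random starts. The clusters accounted for 88.2% of the variance, with an SD of 0.315 percentage points over starts, and 6 and 10 clusters for 85.0% and 89.9%. The largest cluster, with 235 probes, had mean log2 changes of 1.41 in core and 1.44 in periinfarct at 24 h, and 2.58 and 1.32 at 3 d. A cluster of 153 probes rose most from 24 h to 3 d, from 1.62 to 4.54 in core and from 1.43 to 2.76 in periinfarct. Decreases were held by a cluster of 149 probes, with −0.98 and −1.04 at 24 h and −1.74 and −0.57 at 3 d, and by a cluster of 158 probes that fell in core at 3 d alone (−1.10, against 0.07 in periinfarct). The smallest cluster, of 35 probes, had mean changes of 4.75, 4.48, 6.71 and 4.20 in core and periinfarct at 24 h and in core and periinfarct at 3 d.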

K-mean clustering revealed tendencies and common patterns for some of the genes and IPA functional analysis identified relationships between the genes whose expression levels had changed (**Figure 5**).

**Figure 5:**
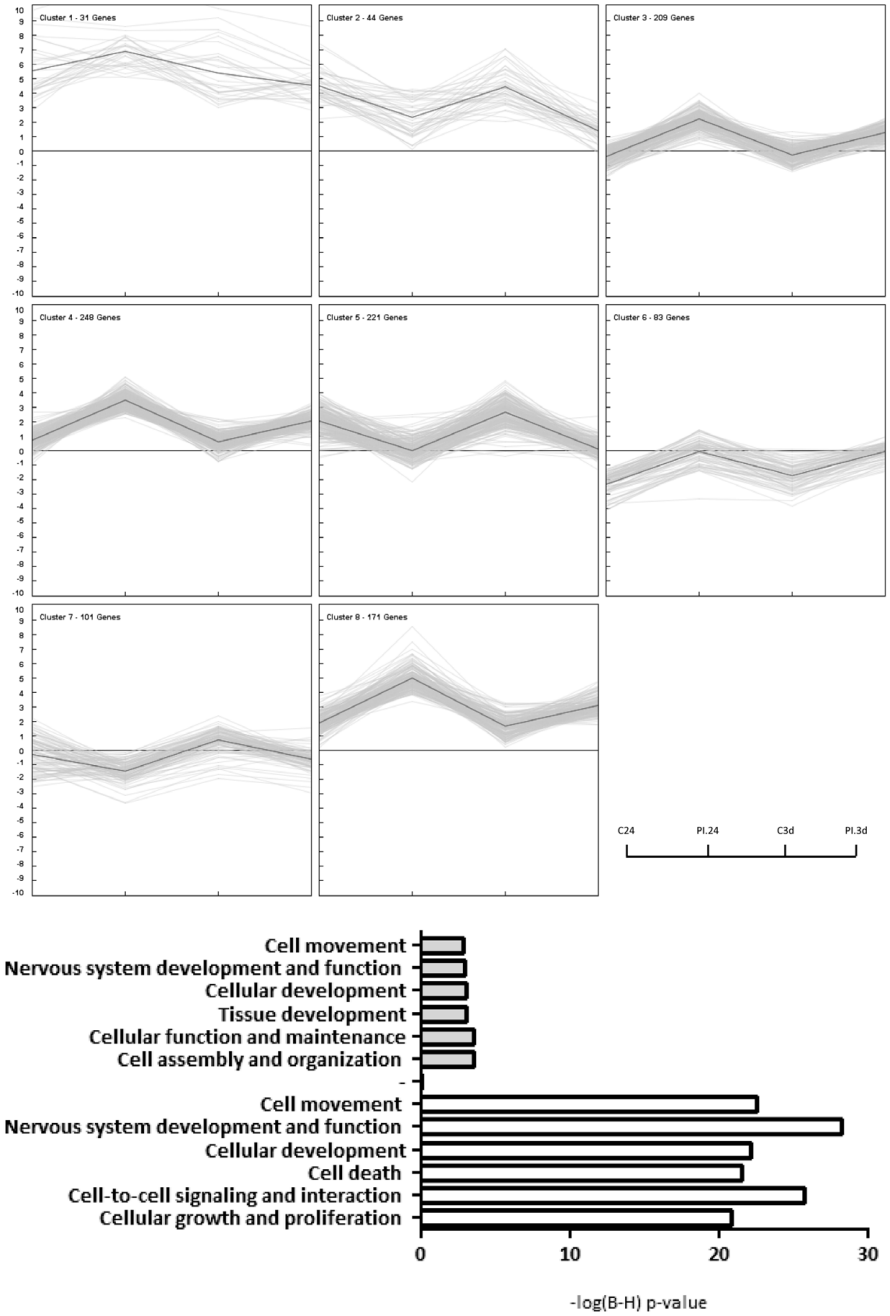
Differential gene regulation of core and periinfarct areas following pMCAO. a) k-Means clustering showing 8 different gene expression patterns. From left to right: Core at 24 h, Periinfarct at 24 h, Core at 3 d and Periinfarct area at 3 d; b) most significantly altered IPA biofunctions when comparing both areas at 24 h or 3 d of ischemia.

The most upregulated genes in the core at 24 h (Fold-Changes are given in parenthesis) were: *OPRK1* (4.73); *CBLN1* (4.67); *SLC6A5* (4.12); *CCL21* (3.23); *ATOH7* (3.16); *HAS2* (3.075); *CRABP1* (2.81); *HS3ST2* (2.806); *INHBA* (2.74); and *GIPR* (2.71). 

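Of the genes higher in core than in periinfarct at 24 h, HS3ST2 was called (2.80-fold, adjusted p = 0.0395). The other 9 had folds of 4.64 (OPRK1), 4.63 (CBLN1), 4.07 (SLC6A5), 3.20 (CCL21), 3.15 (ATOH7), 3.05 (HAS2), 2.80 (CRABP1), 2.69 (INHBA) and 2.69 (GIPR). Their adjusted p ran from 0.0572 to 0.313, so that none passed the 0.05 limit in the reported fit, which has no block for the pool. Also without such a block, CBLN1 was called under the authors' normalized table and a stricter probe filter, and CCL21 under the authors' normalized table. Of 4 periinfarct arrays, SLC6A5 was well above background on 1, OPRK1 and HAS2 on 2, and CBLN1 and CCL21 on 3, as was RPS6KA2 of the genes below. SLC6A5 was so on 3 of 4 core arrays. Among called probes with a symbol whose core and periinfarct arrays did not overlap, GRIK1 (2.51-fold, adjusted p = 0.0176) and RPS6KA2 (2.44-fold, adjusted p = 0.0387) came next after HS3ST2. Of the 208 named genes, 8 were called in this comparison with p adjusted over all probes, and 24 with p adjusted over the list alone, which is not independent evidence because the paper chose most of the list on these arrays. HS3ST2 in the 24 h comparison of core with periinfarct (without core pool 3 or 4 or periinfarct pool 3 or 4), GRIK1 in the 24 h comparison of core with periinfarct (without periinfarct pool 3 or 4 or core pool 4) and RPS6KA2 in the 24 h comparison of core with periinfarct (without core pool 2 or 4 or periinfarct pool 3 or 4) each lost the call with 1 array left out. INHBA in the 24 h comparison of core with periinfarct (without core pool 1), OPRK1 in the 24 h comparison of core with periinfarct (without periinfarct pool 2) and CBLN1 in the 24 h comparison of core with periinfarct (without core pool 1 or periinfarct pool 2) gained a call with 1 array left out. CCL21 in the 24 h comparison of core with periinfarct (without core pool 1 or periinfarct pool 1 or 2), HAS2 in the 24 h comparison of core with periinfarct (without core pool 1 or periinfarct pool 4) and CRABP1 in the 24 h comparison of core with periinfarct (without core pool 1 or periinfarct pool 2) gained a call with 1 array left out. GIPR in the 24 h comparison of core with periinfarct (without core pool 1) gained a call with 1 array left out. HS3ST2 in the 24 h comparison of core with periinfarct, GRIK1 in the 24 h comparison of core with periinfarct and RPS6KA2 in the 24 h comparison of core with periinfarct were not called with the slide as a block. RPS6KA2 in the 24 h comparison of core with periinfarct lost a call with the pool as a fixed block. CBLN1 in the 24 h comparison of core with periinfarct gained a call with the pool as a fixed block. OPRK1, CBLN1, CCL21, ATOH7, HAS2 and CRABP1 in the 24 h comparison of core with periinfarct gained a call with the pool as a random effect, added after the data were seen. Another probe of RPS6KA2, A_44_P683903, was not called (log2 change 0.38 in the 24 h comparison of core with periinfarct).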

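Folds of core over periinfarct at 24 h were 0.124 for CCL11, 0.245 for SLC6A20, 0.197 for LNX2, 0.200 for DLK1, 0.224 for CLDN19 and 0.224 for ALDH1A2. None was called in the reported fit, which has no block for the pool, with adjusted p from 0.0680 to 0.242. Also without such a block, SLC6A20 was called under normexp and under the authors' normalized table. SFPQ had a fold of 0.979 (adjusted p = 0.949). CCL11 was well above background on 1 of 4 core arrays, CLDN19 on 2, and DLK1 and ALDH1A2 on 3. Decreases that were called included CD209A, FOXC2, ASPN and IL17RE. FOXC2 was at 0.290 (adjusted p = 0.0477) and IL17RE at 0.355 (adjusted p = 0.0434). ASPN was at least 2.96-fold lower in core. CD209A (adjusted p = 0.0379) is given no fold, being well above background on 0 of 4 core and 2 of 4 periinfarct arrays. It lost the call without core pool 2, 3 or 4 or periinfarct pool 1, 3 or 4, and with the slide as a block. IL17RE in the 24 h comparison of core with periinfarct (without periinfarct pool 1, 3 or 4 or core pool 3 or 4), FOXC2 in the 24 h comparison of core with periinfarct (without core pool 1, 3 or 4 or periinfarct pool 2, 3 or 4) and ASPN in the 24 h comparison of core with periinfarct (without core pool 3 or periinfarct pool 3 or 4) each lost the call with 1 array left out. SLC6A20 in the 24 h comparison of core with periinfarct (without periinfarct pool 1 or core pool 2), LNX2 in the 24 h comparison of core with periinfarct (without periinfarct pool 1) and DLK1 in the 24 h comparison of core with periinfarct (without periinfarct pool 1) gained a call with 1 array left out. ALDH1A2 in the 24 h comparison of core with periinfarct (without core pool 1) gained a call with 1 array left out. IL17RE in the 24 h comparison of core with periinfarct and FOXC2 in the 24 h comparison of core with periinfarct were not called with the slide as a block. IL17RE in the 24 h comparison of core with periinfarct lost a call with the pool as a fixed block. LNX2 and DLK1 in the 24 h comparison of core with periinfarct gained a call with the pool as a fixed block. CCL11, SLC6A20, LNX2, DLK1 and ALDH1A2 in the 24 h comparison of core with periinfarct gained a call with the pool as a random effect, added after the data were seen. Another probe of FOXC2, A_44_P633261, was not called (log2 change −0.03 in the 24 h comparison of core with periinfarct).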

The most downregulated genes were *CCL11* (0.122); *SLC22A1* (0.153); *SLC6A20* (0.157); *DLX3* (0.157); *SFPQ* (0.170); *LNX2* (0.194); *DLK1* (0.197); *Cyp2b13/Cyp2b9* (0.208); *CLDN19* (0.222) and *ALDH1A2* (0.222). The most significant IPA-biofunctions [−log(B–H) p-value) is given] were cell assembly and organization (3.55), cellular function and maintenance (3.54), cellular development (3.05), tissue development (3.01), nervous system development and function (2.90) and, last, cell movement (2.87).

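CD8A (probe A_44_P448431) had a log2 signal of 8.93 ± 0.86 (SD, n = 4) in core and 5.08 ± 2.85 in periinfarct at 3 d, 14.4-fold higher in core (adjusted p = 0.00181). FABP4 was 13.9-fold, HK3 9.88-fold, PLAU 8.00-fold, SPP1 7.31-fold, CST7 7.29-fold, SCIN 5.05-fold, TREM1 7.27-fold and ATP6V0D2 7.14-fold higher in core. All were called, with adjusted p up to 0.0476. Of 4 periinfarct arrays, SCIN was well above background on 2, and CD8A, FABP4, CST7, TREM1 and ATP6V0D2 on 3. HK3 in the 3 d comparison of core with periinfarct (without periinfarct pool 11), PLAU in the 3 d comparison of core with periinfarct (without periinfarct pool 11) and SPP1 in the 3 d comparison of core with periinfarct (without core pool 9, 10 or 12 or periinfarct pool 11) each lost the call with 1 array left out. CST7 in the 3 d comparison of core with periinfarct (without core pool 9 or 10 or periinfarct pool 11), SCIN in the 3 d comparison of core with periinfarct (without core pool 9 or periinfarct pool 11) and TREM1 in the 3 d comparison of core with periinfarct (without core pool 9 or periinfarct pool 11) each lost the call with 1 array left out. ATP6V0D2 in the 3 d comparison of core with periinfarct (without periinfarct pool 11) lost the call with 1 array left out. SPP1 in the 3 d comparison of core with periinfarct was not called with the slide as a block. SPP1 in the 3 d comparison of core with periinfarct lost a call with the pool as a fixed block.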

At 3 d, the most upregulated genes in the core (Fold Changes are given in parenthesis) were: *CD8A* (14.52); *FABP4* (14.82); *CLEC2A* (14.62); *HK3* (9.81); *PLAU* (7.96); *SPP1* (7.77); *CST7* (7.37); *SCIN* (7.35); *TREM1* (7.29) and *ATP6V0D2* (7.19). The most downregulated were: *ARR3* (0.236); *SLC12A1* (0.295); *CAMK2A* (0.318); *FRAS1* (0.335); *PRKG2* (0.345); *UNC45B* (0.347); *TNNC2* (0.350]; *SCGN* [logFC (0.317); *FCHO1* (0.354) and *WDR26* (0.37) and the most significant IPA-biofunctions [−log(B–H) p-value) is given] were nervous system development and function (28.3), cell-to-cell signaling and interaction (25.8), cellular movement (22.55), cellular development (22.1), cell death (21.5), and cellular growth and proliferation (20.9). 

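Core was below periinfarct at 3 d for ARR3 (0.237), CAMK2A (0.319), FRAS1 (0.340), PRKG2 (0.349), UNC45B (0.351), TNNC2 (0.352), SCGN (0.365) and FCHO1 (0.371), all called, with adjusted p from 0.00673 to 0.0225. ARR3 and FRAS1 were well above background on 1 of 4 core arrays, UNC45B on 2, and PRKG2, SCGN and FCHO1 on 3. SLC12A1 was so on 1 of 4 core and 2 of 4 periinfarct arrays. SLC12A1 was at 0.297 (adjusted p = 0.297) and WDR26 at 1.13 (adjusted p = 0.516), and neither was called. ARR3 in the 3 d comparison of core with periinfarct (without core pool 9 or 10 or periinfarct pool 11), CAMK2A in the 3 d comparison of core with periinfarct (without core pool 9 or 10 or periinfarct pool 11 or 12) and FRAS1 in the 3 d comparison of core with periinfarct (without core pool 9 or periinfarct pool 11) each lost the call with 1 array left out. PRKG2 in the 3 d comparison of core with periinfarct (without core pool 10 or periinfarct pool 11), UNC45B in the 3 d comparison of core with periinfarct (without core pool 9 or 12 or periinfarct pool 11) and TNNC2 in the 3 d comparison of core with periinfarct (without core pool 9 or periinfarct pool 11) each lost the call with 1 array left out. SCGN in the 3 d comparison of core with periinfarct (without core pool 9 or 12 or periinfarct pool 11) and FCHO1 in the 3 d comparison of core with periinfarct (without core pool 9 or 10 or periinfarct pool 9 or 11) each lost the call with 1 array left out. CAMK2A in the 3 d comparison of core with periinfarct, UNC45B in the 3 d comparison of core with periinfarct and SCGN in the 3 d comparison of core with periinfarct were not called with the slide as a block. SLC12A1 in the 3 d comparison of core with periinfarct was called with the slide as a block. Another probe of CAMK2A, A_44_P101625, was not called (log2 change −0.96 in the 3 d comparison of core with periinfarct). A further probe of FCHO1, A_44_P356407, was not called (log2 change −0.87 in the 3 d comparison of core with periinfarct).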

There were differences in the levels of expression for many genes and also for several functional categories related to nervous system development and function between the core and PI.

### Validation of Microarray Data by qRT-PCR

In order to validate our results, a total of 22 genes (19 regulated genes plus 3 housekeeping genes) were analyzed by Real-Time (RT)-PCR (**Figure 6**). In general, the PCR findings and the microarray data showed good agreement regarding the magnitude of change of the logFC values.

**Figure 6:**
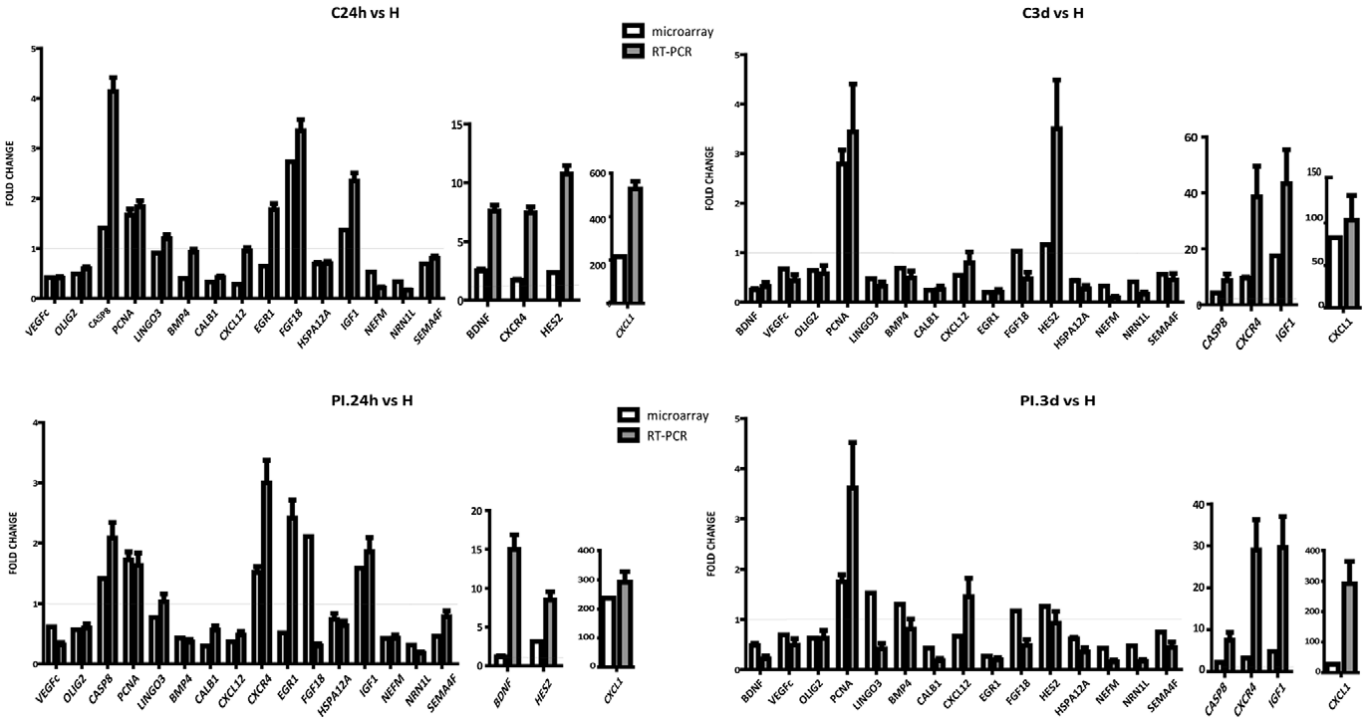
Validation of data from microarray analysis. The levels of 19 representative genes were assessed by qRT-PCR in a new set of 12 animals. Values were normalized to GAPDH, PGK1 and HMBS control genes. Data represent the means ± SD of three independent experiments performed in triplicate. Differences with healthy animals were arbitrarily set to 1. All changes in gene expression were significant (*P*<0.01). Red line indicates FC = 1.

## Discussion

To the best of our knowledge this is the most detailed study of gene expression following permanent focal cerebral infarct available to date. Thousands of transcripts were found to undergo expression regulation (p>2) at 24 h and 3 d following pMCAO in the ischemic core and surrounding periinfarct cortex.

The real differences between humans and animal models made it difficult to select specific time-points for our study that could also reflect the human situation. The initial analysis time of 24 h was selected because it has been reported that infarct size would be well stabilized in the pMCAO model by then and repair responses would probably be most detectable [10]. The second analytic time-point was 3 d since it would be difficult to distinguish a functional penumbra (compromised periinfarct) at more than 3 to 5 days after pMCAO in the rat. Furthermore, after this time-point what would probably be found would be late neuronal (and non-neuronal) cell death instead of pannecrosis from the infarct itself. The study examined a large number of individuals (60) so as to guarantee the validity of the results. Samples were pooled and hybridized to a feasible number of arrays. Marker candidates were verified using RT-PCR in an independent set of rats. While the use of pooled samples can help understand the processes undelying the events following focal cerebral infarct [16], a more thorough study in single individuals must be performed to validate potential biomarkers.

### Gene Expression Profiles in Cerebral Infarct (Core and PI), Sham and Healthy Groups

A large number of genes were found to be differentially expressed after permanent cerebral infarct; some of these differences did not change with either the area studied or the time elapsed since infarct and probably reflects common universal responses to ischemic stress as well as common repair mechanisms. Focused on this time-points, the study revealed different patterns of gene regulation at 24 h (acute phase) and at 3 d (delayed response).

Globally, we observed two independent time patterns in the core and PI areas. The number of regulated genes in the PI area decreased between 24 h and 3 d. In contrast, even though many changes were observed in the core at 24 h, there were even more at 3 d after the occlusion. Both areas presented strong regulation of gene expression at 24 h post-stroke, but the response was even more notable at the late stage (3 days). Previous reports suggested that the penumbra (in terms of volumetric analysis) might remain differentiated from the core from the first hours to as long as 3–5 days after ischemia under conditions of a permanent MCA occlusion [13]. Our results suggest gene expression is quite different at distinct pivotal time-points in the pMCAO model.

### Inflammatory Response and Cellular Movement

We were interested in identifying the biofunctions that were associated with the highest number of affected genes. With the permanent cerebral infarct, the most altered IPA-biofunctions were those for cellular movement and inflammatory response. Common ischemia-regulated genes, including *IL-1B* and *IL-13RA1*, were also reported in previous microarray reports of transitory ischemia [17]. As expected, pro- and anti-inflammatory receptors such as *IL-4RA*, *IL-6RA*, *IL-7R* and *IL-17RE* were also altered. Most of the observed changes probably reflect lymphocyte recruitment to the damaged lesion site. In our study the upregulation of *TLR2* was particularly marked at 3 d of permanent ischemia. It has been reported that activation of the toll-like receptor (TLR) signaling pathway exacerbates ischemic brain damage and, in fact, TLR ligand administration has been shown to promote a certain tolerance by reprogramming TLR function [18]. Indeed *TLR2* signaling suppression could also be a valuable approach to minimizing postischemic inflammation that might have clinical interest. [19]

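The log2 signal of TLR2 (probe A_43_P19763) was 8.58 ± 0.14 (SD, n = 4) in healthy cortex, 9.89 ± 0.33 in core and 9.78 ± 0.47 in periinfarct at 24 h, and 11.62 ± 0.60 and 10.56 ± 1.08 at 3 d. The folds were 2.48 and 2.29 at 24 h and 8.19 and 3.94 at 3 d (adjusted p = 0.00165, 0.00266, 1.27e-09 and 2.98e-05). From 24 h to 3 d, TLR2 in core rose 3.30-fold (adjusted p = 4.43e-05).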

.

The expression levels of a large number of transcripts related to cellular movement were also altered. In our data *CXCR4* was upregulated at 3 d after permanent occlusion in both the core and PI area and this result was confirmed by qRT-PCR. Previous reports on permanent ischemia in mice describe *CXCR4* fluorescent staining in white matter as well as PI areas at 3 d and later [20]. CXCR4 upregulation might reflect migration of immune cells but also of neuroblasts and vasculature remodeling after damage. Indeed, pharmacological modulation of CXCR4 signaling has recently been used as a therapeutic approach [21].

Many methalloproteinases showed highly altered expression, including *MMP2* and *MMP7* at 3 d after cerebral infarct, as well as *MMP9* and *MMP12* in the acute (24 h) phase. All these changes suggest tissue matrix and cell-interaction remodeling from the first stages of a cerebral infarct. In a recent study of MMP inhibition after transitory ischemia, treatment with Ro 28-2653 was effective during the first two days but not at later times or for longer periods [22]. Consequently, MMP inhibition could be useful only at specific stages of remodeling.

### Cellular Growth & Proliferation and CNS Development

Multiple genes associated with neurovascular development were also affected. *LINGO1,* a repressor of oligodendrocyte development, was downregulated in the periinfarct area 24 h following stroke as was *RTN4 (NOGO-A)* and its receptor *RTN4R. LINGO1* was still significantly downregulated in the core after 3 days. These changes might reflect a decrease in the number of precursor and mature oligodendrocytes, as other authors have suggested may occur 48 hours after a transient cerebral infarct [23]. The decreased levels of both *LINGO1* and *NOGO-A* might initially seem to be due to a lower number of OPCs and also OLCs, but the *transferrin* gene (*TF*), which is only found in oligodendrocytes in the adult brain [24], was upregulated at both 24 h and 3 d after stroke. 

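TF (probe A_44_P128147) had a log2 signal of 12.48 ± 0.19 (SD, n = 4) in healthy cortex, 13.55 ± 0.37 in core and 13.41 ± 0.40 in periinfarct at 24 h, and 13.91 ± 0.53 and 13.56 ± 0.67 at 3 d. It rose 2.09-fold in core at 24 h, and 2.68-fold in core and 2.12-fold in periinfarct at 3 d (adjusted p = 0.00171, 1.62e-05 and 0.00269). The 1.90-fold increase in periinfarct at 24 h missed the 2-fold minimum. TF in core at 24 h (without core pool 1) and TF in periinfarct at 3 d (without periinfarct pool 12) each lost the call with 1 array left out. TF in periinfarct at 24 h (without periinfarct pool 2 or healthy pool 19) gained a call with 1 array left out. TF in periinfarct at 24 h was called against time-matched sham cortex. A list of 9 oligodendrocyte marker genes had no gene higher than in healthy cortex in any of the 4 ischemic groups, with mean log2 changes of −0.71 in core and −0.82 in periinfarct at 24 h and −0.45 and −0.30 at 3 d. In limma's camera test with its preset correlation between genes, the adjusted p over 96 pairs of a list and a comparison were 0.0596, 0.0464, 0.335 and 0.279. Of the 96 pairs, 33 had an adjusted p below 0.05 with camera, 49 with fry and 0 with camera and an estimated correlation.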

Although hard to interpret by only examining RNA levels, the reduction in *LINGO1* and *NOGO-A* might reflect an early activation of remyelination in immature OPCs.

The expression values of important genes for neurogenesis such as HES1, HES2, HES5, SOX2, SOX6 and SOX7 were also altered. 

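HES2 was well above background on 2 of 4 healthy arrays. It rose 3.09-fold in periinfarct at 24 h (adjusted p = 0.0392), while 2.37-fold in core at 24 h, and 1.17-fold in core and 1.26-fold in periinfarct at 3 d, were not called. HES2 in periinfarct at 24 h (without periinfarct pool 3 or 4 or healthy pool 17 or 20) lost the call with 1 array left out. HES2 in periinfarct at 24 h was not called with the slide as a block. HES2 in core at 24 h was called with the slide as a block.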

*HES2* was upregulated in the PI area and this was confirmed by qRT-PCR. 

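SOX2 was at 0.556 of its healthy signal in core and 0.673 in periinfarct at 24 h (adjusted p = 2.95e-06 and 4.10e-04), under the 2-fold minimum, and at 0.924 and 1.06 at 3 d (adjusted p = 0.471 and 0.725).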

*HES5* was strongly downregulated and *SOX2* also showed a tendency to be decreased in the acute phase. Since inactivation of both *HES1* and *HES5* has been reported to promote neurogenesis [25], *HES1* could be a potential therapeutic target in ischemic conditions. A possible future strategy might be to check the levels of some *SOX6* and *HES5* regulators such as miR-219 or miR-338 and their therapeutic potential in stroke [26]. On the other hand, the *SOX7* gene, which has not previously been associated with stroke, was highly upregulated at both 24 h and 3 d after ischemia in the core and PI areas and recent data suggest it has a role in vascular development [27]. This would make it interesting to analyze the exact role of *SOX7* in post-stroke angiogenesis.

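The log2 signal of SOX7 (probe A_44_P592221) was 5.52 ± 0.19 (SD, n = 4) in healthy cortex. SOX7 rose 6.66-fold in core and 4.96-fold in periinfarct at 24 h, and 3.97-fold and 2.19-fold at 3 d (adjusted p = 2.86e-07, 4.47e-06, 1.21e-05 and 0.0211). SOX7 in periinfarct at 3 d (without periinfarct pool 9, 10 or 12 or healthy pool 18) lost the call with 1 array left out. SOX7 in periinfarct at 3 d was not called with the slide as a block. Another probe of SOX7, A_44_P436115, was not called (log2 change 0.65 in periinfarct at 24 h, 0.43 in core at 3 d and −0.07 in periinfarct at 3 d).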

The expression of neuronal and synaptic markers such as *DCX (doublecortin)* and *SYN1 (Synapsin)* was diminished. 

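DCX was at 0.578 in core and 0.572 in periinfarct at 24 h, and at 0.502 in core and 0.840 in periinfarct at 3 d. None was called, and in core at 3 d the adjusted p was 4.31e-04. DCX in core at 3 d (without core pool 11 or 12 or healthy pool 18 or 19) gained a call with 1 array left out. DCX in core at 3 d was called with the slide as a block. DCX in periinfarct at 24 h and core at 3 d were called against time-matched sham cortex.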

*NUMB* gene expression was also decreased, though not significantly, and the *NEUROD1* gene was also downregulated. 

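NUMB was at 0.633 of its healthy signal in core and 0.627 in periinfarct at 24 h, and at 0.562 and 0.611 at 3 d. The adjusted p were 0.00742, 0.00469, 3.66e-04 and 0.00762, so that the 2-fold minimum alone kept NUMB from being called.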

*SYP (Synaptophysin)* was also diminished in the core after 3 d. Most of these data seem to suggest acute inhibition of neurogenesis, but the *SYPL2* gene (*Synaptophysin-like-2*) and the neurogenesis marker *DPYSL3 (TUC-4)* were augmented in the core at 3 d after cerebral infarct, probably reflecting early brain repair responses after damage.

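SYP was at 0.502 in core at 3 d (adjusted p = 1.19e-05), just short of the 2-fold minimum, and at 0.759 in core and 0.588 in periinfarct at 24 h and 0.818 in periinfarct at 3 d. SYP in core at 3 d (without core pool 11 or healthy pool 19 or 20) gained a call with 1 array left out. SYP in core at 3 d was called against time-matched sham cortex.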

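SYPL2 rose 5.29-fold in core and 4.30-fold in periinfarct at 24 h (adjusted p = 5.89e-09 and 7.79e-08), and at 3 d its folds were 1.20 and 1.14, neither called. DPYSL3 rose 2.13-fold in core at 3 d (adjusted p = 3.68e-04), with 1.56-fold in periinfarct at 3 d and 1.66-fold and 1.12-fold at 24 h. DPYSL3 in core at 3 d was not called against time-matched sham cortex. Another probe of SYPL2, A_43_P22274, was not called (log2 change 0.36 in core at 24 h and 0.18 in periinfarct at 24 h).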

In transient models of ischemia there is a rapid upregulation of *VEGF* [28]. Nevertheless, the role of *VEGF* remains unclear. Its expression after ischemia increases permeability and therefore the risk of edema [29]. In our permanent ischemia model two of the *VEGF* genes (A and B) were not upregulated at 24 h or 3 d after permanent ischemia, although *VEGFC* was downregulated at 24 h but not at 3 d. This result was confirmed by PCR, and the biological relevance of this observation, if any, is still unknown. We detected increased levels of the transcription factor *HIF1A* during the acute phase at 24 h and also of some of its downstream targets like *ADM (Adrenomedullin)* or *ANGPT2 (Angiopoietin)*, in agreement with earlier reports [30].

Multiple trophic factors were also upregulated at 24 h including *NTF4, FGF2, TGFB1* and *BDNF*. All these observations might reflect acute repair responses that are activated to induce neurogenesis and oligodendrogenesis in the post-ischemic brain within 24 h. It has been suggested that brain repair responses start at the very beginning of the infarct [8]. Gene expression levels change at different stages. *BDNF* upregulation was observed in the acute phase but, surprisingly, it was downregulated at 3 d and this result was also confirmed by PCR, meriting further investigation. The upregulation of BDNF has been reported by other authors [30]. In a recent paper elevated levels of BDNF have been observed at 4 h and 24 h after stroke [31] but the putative role of *BDNF* as a peripheral marker in patients has been questioned as significant changes have not been observed in the first 4 days [32]. We wonder whether the negative result might somehow be related with the inversion observed here.

### Cell Death and Cell Signaling

The total number of cytokines and chemokines that are activated following ischemic stress is notable. It seems that stroke response involves an acute activation of inflammation followed by immunosuppression. We observed a rapid upregulation of multiple cytokines and chemokines after permanent ischemia including *CXCL1*, *CXCL10*, *CXCL11* and also *CCL2*, *CCL4*, *CCL5* and *CCL20.* All these changes may reflect signaling that allows lymphocytes and stem cells to home in on the infarcted site and it would be interesting to analyze their role as possible peripheral markers.

In contrast with what we expected due to previous reports describing SDF1 upregulation [33], we did not observe substantial *SDF1 (CXCL12)* upregulation in either the microarrays or the PCR after permanent ischemia. Indeed, we detected decreased *SDF1* levels in the core of the lesion and also in PI areas at 24 h. This tendency toward downregulation continued at 3 d. It is possible that an early response after permanent injury would decrease its levels with expression returning to normal and then upregulated values after 4 days of ischemia as has been shown in rats after permanent ischemia at 7 d [34]. Whatever the case, it is clear that strategies dedicated toward pharmacologically raising SDF1 levels have shown efficacy and are promising [21].

We also observed differences in cell death and heat shock protein (HSP) genes after permanent ischemia. 

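HSPA9 rose 2.22-fold in periinfarct at 24 h (adjusted p = 1.31e-06). The 1.88-fold increase in core at 24 h was under the 2-fold minimum, and at 3 d its folds were 0.857 and 0.901. HSPA8 was called in no group, with folds of 0.900 and 1.01 at 24 h and 0.804 and 0.795 at 3 d. HSPA9 in core at 24 h (without healthy pool 17) gained a call with 1 array left out. HSPA9 in periinfarct at 24 h was not called against time-matched sham cortex.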

There was a global upregulation of HSP’s including *HSP2, HSPA9, HSP27, HSPA1A (HSP72).* It has previously been reported that *HSP27* expression is augmented at 24 h following both mild and severe ischemia, mainly in astrocytes but also in neurons in different ischemic regions [35]. In addition to their relevance as possible targets for pharmacological therapy, we would note that they may be interesting potential markers in peripheral blood during the acute phase.

As could be expected due to the intrinsic stress caused by ischemia, the expression levels of several genes participating in cell death programs were changed. These results, however, should be carefully interpreted as both intrinsic and extrinsic apoptosis pathways are strongly regulated at the posttranscriptional level. Nevertheless, we observed specific changes at the RNA level for *BCL2*, *CASP8*, *CASP9* and *AIFM3*. 

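FASLG, not well above background on any healthy array, rose at least 2.93-fold in core and 2.53-fold in periinfarct at 24 h (adjusted p = 1.06e-04 and 2.82e-04) and was not called at 3 d. TNFSF10 was not well above background on any array of these groups and was called in none (adjusted p of at least 0.0873), so no fold is given. With the slide as a block it was called in core at 24 h.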

We also detected upregulation of *Fas*, *FasL*, and TNF-related apoptosis-inducing ligands in agreement with previous reports [36].

### Last Comments

This is a comprehensive microarray study analyzing gene expression responses in different areas of the rat brain following permanent focal cerebral ischemia. We particularly examined different times at which natural repair responses are most likely to occur and detected multiple regulations of genes related to neuronal, oligodendrocyte and vascular development as well as cellular movement and tissue reorganization. The information provided here is of potential utility for both the identification of new markers and therapeutic targets as well as for the development of new clinical strategies for translational research in stroke.

## Materials and Methods

### Ethics Statement

All experiments were designed to minimize suffering in compliance with our medical school’s Ethical Committee for the Care and Use of Animals in Research (following EU directives 86/609/CEE and 2003/65/CE).

### Animals and Surgery

A total of 72 Sprague-Dawley rats weighting 250–320 gr. (Harlan Iberica S.L.) were used; 60 for microarray analysis and 12 additional animals for qRT-PCR validation. There were 5 groups: healthy unoperated rats (n = 12); ischemic rats at 24 h and 3 d survival (n = 12 respectively) and sham-operated animals at 24 h and 3 d survival (n = 12 respectively). To induce cerebral infarct, the middle cerebral artery was occluded with a permanent 9-0 suture in a 3VO model as previously described [37]. Briefly, animals were anesthetized before surgery with a solution of ketamine (25 mg/kg), diazepam (2 mg/kg), and atropine (0.1 mg/kg) at a volume of 2.5 ml/kg by intraperitoneal injection. Analgesia was provided with meloxicam 2 mg/kg by subcutaneous administration and a small craniotomy was made above the rhinal fissure over the branch of the right middle cerebral artery (MCA), which was permanently ligated just before its bifurcation between the frontal and parietal branches. Both common carotid arteries were then transiently occluded for 60 min. Complete interruption of blood flow was confirmed using an operating microscope and indirectly confirmed by the presence of an ischemic lesion in magnetic resonance imaging (MRI) and ADC maps of the brains. A thermistor probe was placed under the temporal muscle and over the cerebral artery region to measure brain temperature while glucose, blood gases and blood pressure were monitored (Monitor Omicron ALTEA RGB medical devices). Cranial and body temperature were maintained at 36.5±0.5°C during surgery and other physiological parameters (glycemia, blood gases and blood pressure) were maintained within 20% deviation from normal values An identical protocol was applied to Sham-operated rats, which were subjected to exactly the same surgery protocol but without occlusion. All rats were fed ad libitum in their home cages until sacrifice at 24 h or 3 days.

### Microarrays Assay, Data Pre-processing and Data Analysis

The 3VO model has been used before to study the metabolic evolution of core and periinfarct areas [15]. Following the same protocol we obtained highly reproducible cortical infarcts from which core and peri-infarct areas were dissected out from the brains for RNA isolation (**Figure 1**) using a commercial kit following the manufacturer’s instructions (Qiagen RNeasy kit, Hilden, Germany). Integrity and quantity were checked with the Agilent Bio-Analyzer QC. Ipsilateral and contralateral samples from healthy and sham-operated animals were also examined.

One-Color Microarray-Based Gene Expression Analysis Protocol (Agilent Technologies, Palo Alto, CA, USA) was used to amplify and label RNA. Samples were hybridized on Whole Rat Genome Microarrays 4×44 K (G4131F, Agilent Technologies). 1.65 micrograms of Cy3-labeled aRNA were hybridized for 17 hours at 65°C in an Agilent hybridization oven (G2545A, Agilent Technologies) set at 10 rpm in a final concentration of 1× GEx Hybridization Buffer HI-RPM (Agilent Technologies). Arrays were washed and dried using a centrifuge according to the manufacturer's instructions (One-Color Microarray-Based Gene Expression Analysis, Agilent Technologies). Arrays were scanned at 5 mm resolution on an Agilent DNA Microarray Scanner (G2565BA, Agilent Technologies) using the default settings for 4×44 k format one-color arrays. Images provided by the scanner were analyzed using Feature Extraction software v10.7.3.1 (Agilent Technologies). Raw signals were thresholded to 1 and quantile normalization [38] was performed using GeneSpring software. Data were considered in the log2 scale. Of the 41,105 probes present in the chip, 20,395 were suitable for further analysis because they fulfilled the following criteria: (i) they exhibited a signal within the higher 80th percentile in at least 75% of the replicates in one condition; (ii) at least 75% of the replicates in a given condition were flagged as present or marginal and (iii) the coefficient of variation across samples was larger than 2.5%. Quality control checks were based on the bioconductor package ArrayQualityMetrics (www.bioconductor.org). All samples employed for analysis were processed using the Limma bioconductor package [39]. For each contrast, genes with a Benjamini-Hochberg corrected p-value below 0.05 were considered to be differentially expressed [40]. Unless stated otherwise, each contrast focused on those genes that were differentially expressed and with a change of at least 2-fold between the compared conditions. The probe ID, gene names and log fold changes (logFC) of genes significantly expressed are listed in *supplementary material* (**Tables** **S1, S2, S3, S4, S5, and S6**). Functional analyses of the differentially expressed genes in the different contrasted conditions were obtained using the Ingenuity Pathway Analysis tool (www.ingenuity.com). Hierarchical and k-means clustering were performed on the normalized data using Genesis [41].

### Quantitative Real-time PCR

In order to validate microarray results, an independent analysis by qRT-PCR was performed for a subset of 22 genes (19 regulated genes plus 3 houskeeping genes). This selection was based on their FC values. To achieve this, a new cohort of 12 animals was used. Total RNA was quantified (ND-1000 Nanodrop) and evaluated for quality (2100 Bioanalyzer) before reverse transcription (High Capacity RNA to cDNA Master Kit) using 1 µg of total RNA in a 25 µl volume reaction. Real time PCR was performed using Taqman (Applied Biosystems) gene expression assays (GAPD, Rn01775763_g1; PGK1, Rn00821429_g1; HMBS, Rn00565886_m; BDNF, Rn02531967_s1; VEGFc, Rn01488076_m; OLIG2, Rn01767116_m; CASP8, Rn00574069_m; PCNA, Rn00574296_g1; LINGO3, Rn01408564_m; HSPA12a, Rn01410714_m; HES2, Rn00570311_g1; SEMA4f, Rn00570562_m; NEFM, Rn00566763_m; CXCL12, Rn00573260_m; CXCR4, Rn01483207_m; BMP4, Rn00432087_m; EGR1, Rn00561138_m; IGF1, Rn00710306_m; CALB1, Rn00583140_m; NRN1L, Rn01762396_g1; FGF18, Rn00433286_m; CXCL1, Rn00578225_m). Reactions were performed using reference genes GAPDH, PGK1 and HMBS in 384-well plates using 2.5 µL of total cDNA following the manufacturer’s instructions in a 7900 HT Fast Real-Time PCR System (Applied Biosystems) with SDS software and RQ Manager. All assays were done in triplicate.

## Supporting Information

Table S1 **Differentially expressed genes in the core at 24 h.**
(XLS) Click here for additional data file.

Table S2 **Differentially expressed genes in the periinfarct at 24 h.**
(XLS) Click here for additional data file.

Table S3 **Differentially expressed genes in the core at 3 d.**
(XLS) Click here for additional data file.

Table S4 **Differentially expressed genes in the periinfarct at 3 d.**
(XLS) Click here for additional data file.

Table S5 **Differentially expressed genes in the core compared with periinfarct at 24 h.**
(XLS) Click here for additional data file.

Table S6 **Differentially expressed genes in the core compared with periinfarct at 3 d.**
(XLS) Click here for additional data file.

## References

[1] MoskowitzMA, LoEH, IadecolaC (2010) The science of stroke: mechanisms in search of treatments. Neuron 67: 181–198.2067082810.1016/j.neuron.2010.07.002PMC2957363

[2] ZoghbiHY, WarrenST (2010) Neurogenetics: advancing the “next-generation” of brain research. Neuron 68: 165–173.2095592110.1016/j.neuron.2010.10.015PMC2982747

[3] Cramer SC (2008) Repairing the human brain after stroke: I. Mechanisms of spontaneous recovery. Ann Neurol. 2008/04/03 ed. 272–287.10.1002/ana.2139318383072

[4] CramerSC (2008) Repairing the human brain after stroke. II. Restorative therapies. Ann Neurol 63: 549–560.1848129110.1002/ana.21412

[5] LoEH (2008) A new penumbra: transitioning from injury into repair after stroke. Nat Med 14: 497–500.1846366010.1038/nm1735

[6] CarmichaelST (2006) Cellular and molecular mechanisms of neural repair after stroke: making waves. Ann Neurol 59: 735–742.1663404110.1002/ana.20845

[7] Candelario-JalilE (2009) Injury and repair mechanisms in ischemic stroke: considerations for the development of novel neurotherapeutics. Curr Opin Investig Drugs 10: 644–654.19579170

[8] GutierrezM, MerinoJJ, de LecinanaMA, Diez-TejedorE (2009) Cerebral protection, brain repair, plasticity and cell therapy in ischemic stroke. Cerebrovasc Dis 27 Suppl 1177–186.1934284910.1159/000200457

[9] SimonRP, MellerR, ZhouA, HenshallD (2012) Can genes modify stroke outcome and by what mechanisms? Stroke 43: 286–291.2215669810.1161/STROKEAHA.111.622225PMC3282466

[10] LuA, TangY, RanR, ClarkJF, AronowBJ, et al (2003) Genomics of the periinfarction cortex after focal cerebral ischemia. J Cereb Blood Flow Metab 23: 786–810.1284378310.1097/01.WCB.0000062340.80057.06

[11] HossmannKA (2008) Cerebral ischemia: models, methods and outcomes. Neuropharmacology 55: 257–70.1822249610.1016/j.neuropharm.2007.12.004

[12] Ramos-CabrerP, CamposF, SobrinoT, CastilloJ (2011) Targeting the ischemic penumbra. Stroke 42: S7–11.2116411210.1161/STROKEAHA.110.596684

[13] FoleyLM, HitchensTK, BarbeB, ZhangF, HoC, et al (2010) Quantitative Temporal Profiles of Penumbra and Infarction During Permanent Middle Cerebral Artery Occlusion in Rats. Transl Stroke Res 1: 220–229.2166685710.1007/s12975-010-0032-6PMC3109673

[14] RisherWC, ArdD, YuanJ, KirovSA (2010) Recurrent spontaneous spreading depolarizations facilitate acute dendritic injury in the ischemic penumbra. J Neurosci 30: 9859–9868.2066026810.1523/JNEUROSCI.1917-10.2010PMC2918261

[15] SobradoM, DelgadoM, Fernandez-ValleE, Garcia-GarciaL, TorresM, et al (2011) Longitudinal studies of ischemic penumbra by using 18F-FDG PET and MRI techniques in permanent and transient focal cerebral ischemia in rats. Neuroimage 57: 45–54.2154920510.1016/j.neuroimage.2011.04.045

[16] KendziorskiC, IrizarryRA, ChenKS, HaagJD, GouldMN (2005) On the utility of pooling biological samples in microarray experiments. Proc Natl Acad Sci U S A 102: 4252–4257.1575580810.1073/pnas.0500607102PMC552978

[17] ZhanX, AnderBP, JicklingG, TurnerR, StamovaB, et al (2010) Brief focal cerebral ischemia that simulates transient ischemic attacks in humans regulates gene expression in rat peripheral blood. J Cereb Blood Flow Metab 30: 110–118.1973863110.1038/jcbfm.2009.189PMC2949112

[18] MarshBJ, Williams-KarneskyRL, Stenzel-PooreMP (2009) Toll-like receptor signaling in endogenous neuroprotection and stroke. Neuroscience 158: 1007–1020.1880946810.1016/j.neuroscience.2008.07.067PMC2674023

[19] AbeT, ShimamuraM, JackmanK, KurinamiH, AnratherJ, et al (2010) Key role of CD36 in Toll-like receptor 2 signaling in cerebral ischemia. Stroke 41: 898–904.2036055010.1161/STROKEAHA.109.572552PMC2950279

[20] OhabJJ, FlemingS, BleschA, CarmichaelST (2006) A neurovascular niche for neurogenesis after stroke. J Neurosci 26: 13007–13016.1716709010.1523/JNEUROSCI.4323-06.2006PMC6674957

[21] CuiX, ChenJ, ZacharekA, RobertsC, YangY, et al (2009) Nitric Oxide Donor Upregulation of SDF1/CXCR4 and Ang1/Tie2 Promotes Neuroblast Cell Migration After Stroke. J Neurosci Res 87: 86–95.1871174910.1002/jnr.21836PMC2606920

[22] NagelS, HeinemannPV, HeilandS, KoziolJ, GardnerH, et al (2011) Selective MMP-inhibition with Ro 28–2653 in acute experimental stroke–a magnetic resonance imaging efficacy study. Brain Res 1368: 264–270.2097108310.1016/j.brainres.2010.10.057

[23] TanakaK, NogawaS, SuzukiS, DemboT, KosakaiA (2003) Upregulation of oligodendrocyte progenitor cells associated with restoration of mature oligodendrocytes and myelination in peri-infarct area in the rat brain. Brain Res 989: 172–179.1455693810.1016/s0006-8993(03)03317-1

[24] Espinosa de los MonterosA, de VellisJ (1988) Myelin basic protein and transferrin characterize different subpopulations of oligodendrocytes in rat primary glial cultures. J Neurosci Res 21: 181–187.246407410.1002/jnr.490210210

[25] CauE, GradwohlG, CasarosaS, KageyamaR, GuillemotF (2000) Hes genes regulate sequential stages of neurogenesis in the olfactory epithelium. Development 127: 2323–2332.1080417510.1242/dev.127.11.2323

[26] ZhaoX, HeX, HanX, YuY, YeF, et al (2010) MicroRNA-mediated control of oligodendrocyte differentiation. Neuron 65: 612–626.2022319810.1016/j.neuron.2010.02.018PMC2855245

[27] De ValS, BlackBL (2009) Transcriptional control of endothelial cell development. Dev Cell 16: 180–195.1921742110.1016/j.devcel.2009.01.014PMC2728550

[28] HayashiT, AbeK, SuzukiH, ItoyamaY (1997) Rapid induction of vascular endothelial growth factor gene expression after transient middle cerebral artery occlusion in rats. Stroke 28: 2039–2044.934171610.1161/01.str.28.10.2039

[29] WeisSM, ChereshDA (2005) Pathophysiological consequences of VEGF-induced vascular permeability. Nature 437: 497–504.1617778010.1038/nature03987

[30] TangY, LuA, AronowBJ, WagnerKR, SharpFR (2002) Genomic responses of the brain to ischemic stroke, intracerebral haemorrhage, kainate seizures, hypoglycemia, and hypoxia. Eur J Neurosci 15: 1937–1952.1209990010.1046/j.1460-9568.2002.02030.x

[31] BejotY, Prigent-TessierA, CachiaC, GiroudM, MossiatC, et al (2011) Time-dependent contribution of non neuronal cells to BDNF production after ischemic stroke in rats. Neurochem Int 58: 102–111.2107458710.1016/j.neuint.2010.10.019

[32] Di LazzaroV, ProficeP, PilatoF, DileoneM, FlorioL, et al (2007) BDNF plasma levels in acute stroke. Neurosci Lett 422: 128–130.1759051310.1016/j.neulet.2007.06.001

[33] SchönemeierB, SchulzS, HoelltV, StummR (2008) Enhanced expression of the CXCl12/SDF-1 chemokine receptor CXCR7 after cerebral ischemia in the rat brain. J Neuroimmunol 198: 39–45.1851380510.1016/j.jneuroim.2008.04.010

[34] RobinAM, ZhangZG, WangL, ZhangRL, KatakowskiM, et al (2006) Stromal cell-derived factor 1alpha mediates neural progenitor cell motility after focal cerebral ischemia. J Cereb Blood Flow Metab 26: 125–34.1595945610.1038/sj.jcbfm.9600172

[35] PoppA, JaenischN, WitteOW, FrahmC (2009) Identification of ischemic regions in a rat model of stroke. PLoS One 4: e4764.1927409510.1371/journal.pone.0004764PMC2652027

[36] BroughtonBR, ReutensDC, SobeyCG (2009) Apoptotic mechanisms after cerebral ischemia. Stroke 40: e331–339.1918208310.1161/STROKEAHA.108.531632

[37] Gutierrez-FernandezM, Rodriguez-FrutosB, Alvarez-GrechJ, Vallejo-CremadesMT, Exposito-AlcaideM, et al (2011) Functional recovery after hematic administration of allogenic mesenchymal stem cells in acute ischemic stroke in rats. Neuroscience 175: 394–405.2114488510.1016/j.neuroscience.2010.11.054

[38] BolstadBM, IrizarryRA, AstrandM, SpeedTP (2003) A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics 19: 185–193.1253823810.1093/bioinformatics/19.2.185

[39] SmythGK (2004) Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat Appl Genet Mol Biol 3: Article3.1664680910.2202/1544-6115.1027

[40] BenjaminiY, DraiD, ElmerG, KafkafiN, GolaniI (2001) Controlling the false discovery rate in behavior genetics research. Behav Brain Res 125: 279–284.1168211910.1016/s0166-4328(01)00297-2

[41] SturnA, QuackenbushJ, TrajanoskiZ (2002) Genesis: cluster analysis of microarray data. Bioinformatics 18: 207–208.1183623510.1093/bioinformatics/18.1.207

How the deposited data were processed for this re-analysis (not part of the article)

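Cortex of rats with permanent occlusion of the middle cerebral artery (core, periinfarct and contralateral cortex at 24 h and 3 d), of sham-operated rats (ipsilateral and contralateral cortex at 24 h and 3 d) and of healthy rats (ipsilateral cortex) was measured on 44 arrays, 4 per group. Per the paper, each array holds RNA pooled from 3 rats. The signal intensities were read by the authors with Agilent Feature Extraction, which per the file headers subtracted the background and corrected spatial trends but applied no normalization between arrays. The authors also deposited a table of log2 values of 20395 probes, 20 of them control probes, which per the paper's methods were thresholded to 1, quantile normalized with GeneSpring and filtered. Of its probes, 20283 were in the set used here and 92 were not, apart from the controls. The deposited flags per spot, 0 or 1, mark spots that are above background, saturated or uneven. Arrays for contralateral cortex of healthy rats and the PCR measurements were not analysed here.

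Spots marked as uneven or as outliers within their population were set to missing, and spots of 1 probe were averaged on each array after normalization. The threshold of 1, the quantile normalization, the 3 filters and the limits of a call (adjusted p below 0.05 and at least 2-fold) follow the paper's methods. The percentile part of the filter kept 35031 probes, the part on signal above background 35946 and the part on the coefficient of variation 36982, and 30515 met all of them. Of these, 106 had a missing value on some array. The paper names limma and the Benjamini-Hochberg correction, but no block, and does not say which sham arrays it compared with healthy ones. Groups were compared here with limma 3.58.1 in R 4.3.3, with p adjusted by the Benjamini-Hochberg method per comparison. Probes were annotated with the RefSeq symbols for their target accession (16815 probes) and otherwise with the authors' supplementary tables (2502 probes), and 21695 were left without a symbol. Tables S1 to S3 were held only in part (1995, 1996 and 1996 of their probes). Tables were read with data.table 1.17.8 and with pandas 2.3.3 in Python 3.11.15.

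The 4 ischemic groups were compared with healthy cortex, core with periinfarct at each time, sham with healthy ipsilateral cortex at each time and for the mean of both times, and contralateral cortex with that of sham-operated and healthy rats. The difference between core and periinfarct was compared between times, and 3 d with 24 h in each area. Genes were named by a rule set before the data were examined: every gene that the paper names from its arrays or its PCR panel and that has a probe, and the 5 largest increases and 5 largest decreases per comparison among called probes whose arrays do not overlap. Some of these genes enter the counts but are not reported here by name. The rule gave 208 genes with 832 comparisons with healthy cortex, of which 447 were called, 305 up and 142 down. Over these, 59 folds are lower bounds. For 67 genes with other probes, 79 of 444 calls differed between probes and 0 pointed the opposite way.

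The rat numbers of the labels, used as pool numbers, pair core, periinfarct and contralateral arrays. The pairing was checked on deviations from the group means. Arrays of core and periinfarct from the same pool had a mean correlation of 0.147 at 24 h, against −0.049 for other pairs, and −0.004 at 3 d, against 0.002. The check thus gave no sign of the pairing of core and periinfarct at 3 d. Ipsilateral and contralateral sham arrays of the same pool had 0.299 at 24 h and 0.300 at 3 d. The highest correlation between any 2 arrays was 0.992, so no array was a copy of another.

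Settings tried in place of those above, all set before the data were examined, were scaling to the 75th percentile, background correction by normexp with an offset of 50, the authors' table, no probe filter, a stricter probe filter, a fit of only the compared groups, the slide as a block, outlier spots kept, each array left out, time-matched sham cortex as control, no fold minimum, the pool as a fixed block, the mean of a gene's probes, and counts of gene symbols. Normexp had been planned on the mean signal of each spot, which the files lack, so the median was used. Settings added after the data were seen were the pool as a random effect (statmod 1.5.0, correlation 0.220, or 0.283 on the authors' table), and, for the Venn regions, the marker lists, the clustering and the k-means clusters, the slide as a block or each array left out where these had not been planned, and the clustering of all probes. Groups of marker genes, 17 lists with 160 symbols of which 132 had a probe, were tested with camera in limma over 12061 symbols. One list was not tested for lack of probes. Other splits of the arrays into groups of the same size were counted for each comparison, with 100 random splits where more were possible.

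The fit was tested on simulated data with 200 probes changed by known amounts: 160 were called and 7 others. For core against periinfarct at 3 d, 159 and 3 were called, and for the difference between times 125 and 11. For core against periinfarct at 24 h with an added slide effect, 140 and 8 were called with the slide as a block. For core against periinfarct at 3 d with an added pool effect, 138 and 0 were called without a block. With the pool as a random effect these were 161 and 6. A changed gene list was found, with 0 of 16 others. The simulated probes varied independently, so this does not test camera where the genes of a list are correlated. The 4 arrays per group limit the precision of every value.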

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

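The 4 tests on pool 11 of periinfarct cortex at 3 d and the test of the slide on the largest axis of spread were chosen only after the result was seen. The counts of other splits and the tests between times were not.

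Periinfarct cortex of pool 11 at 3 d lay far from the other 3 pools. Its log2 signal of CCL2 was 4.82 against 10.76 to 11.62 in the others, and of MMP2 7.99 against 9.62 to 9.83. The core array of the same pool also stood apart, toward healthy cortex for most of these genes: SYN1 8.21 against 6.88 to 7.00, BDNF 7.03 against 5.24 to 5.40, CASP9 6.66 against 5.48 to 5.65, HIF1A 11.63 against 12.10 to 12.18, CCL2 11.31 against 12.41 to 12.51 and IL33 9.81 against 8.97 to 9.04. Each array was then regressed on the core response at 3 d. The slope of periinfarct pool 11 was 0.0962 against 0.523 to 0.804 in the other periinfarct pools, and that of core pool 11 was 0.504 against 0.932 to 1.10. An exchange with the contralateral array of pool 11 is argued against by that array's slope of 0.0667, as low as in the other contralateral arrays. An exchange with the core array of pool 11 would give the array labelled periinfarct a slope like that of the other core arrays at 3 d, and is argued against by its slope of 0.0962. The slide is argued against as the whole cause, since the periinfarct slope was 0.103 with slide effects removed. Tissue taken outside the lesion and a smaller lesion in this pool stay open. The slope of the core array, 0.504, was seen before this test was chosen and does not decide between them. No record of lesion size was analysed here, and a wrong label from outside these arrays was not tested. Without periinfarct pool 11, the periinfarct count at 3 d rose from 1925 to 2990 and that of core against periinfarct fell from 1232 to 111. Without core pool 11 the latter was 3088.

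Over all named genes, 155 of 2320 sets of 4 arrays (6.68%) held 1 array far from the other 3, where chance gives about 1 in 20. In core at 3 d there were 23 such sets, 19 of them from pool 11. In periinfarct at 3 d there were 18, 15 of them from pool 11, and in sham ipsilateral cortex at 3 d there were 19, 14 of them from pool 15. Among the genes given here array by array, 12 of 135 sets held such an array. Outside pool 11 these were HES5 (8.75 against 8.50 to 8.51) and MMP12 (0.55 against 1.18 to 1.25, all near background) in healthy pool 20, GFAP (7.98 against 8.51 to 8.53) in healthy pool 17 and CCL2 (14.61 against 11.88 to 12.17) in periinfarct pool 4 at 24 h. No technical or biological explanation was tested for these 4.

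Among the measures of each array, sham ipsilateral pool 8 at 24 h had 76.9% of spots well above background, against 64.5% to 66.5% in the other 3 pools. The 75th percentile of the signal was 334.3 in periinfarct pool 11 at 3 d against 414.6 to 430.5, and 329.1 in contralateral pool 11 at 3 d against 375.3 to 378.8. Of 44 sets of 4 arrays examined, chance gives about 1 in 20. Both dimmer arrays came from pool 11 but lay on different slides, and no biological explanation was tested.

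The largest axis of the spread within groups held 25.6% of that spread, and the slide explained 81.9% of the axis. With slide labels shuffled 1000 times, the median was 22.0% and the highest share 57.1%. Handling or hybridization by slide may therefore carry much of the spread between replicates. The pool number explained 58.6% of the same axis. Shuffled labels were not run for the pool number, which has more levels than the slide, so its share cannot be set against the 22.0%.

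The difference between core and periinfarct changed from 24 h to 3 d for 1538 probes, 572 up and 966 down, by a test of the difference itself. Of the named genes, 36 were called in this test, of which 14 were also called between core and periinfarct at 3 d and 7 at 24 h. Between 24 h and 3 d, 4335 probes changed in core and 1750 in periinfarct, with 90 and 46 of the named genes. Of 100 splits of the arrays, 5 gave at least 1538 probes, the real one included, so chance is not excluded for the change in the difference. The count fell to 3 without core pool 9 and rose to 4283 without core pool 11, and it was 829 with the slide as a block, so slide effects could account for part of it. Time after occlusion, a biological difference in the design, remains an open explanation.

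For contralateral cortex the paper lists no changed probes. Here 1 probe without a symbol, A_44_P290976, differed there between ischemic and sham-operated rats at 24 h (adjusted p = 0.0183 in limma). It was singled out after its values were seen. The probe was above background on 0 of 4 ischemic arrays (0.53 to 1.48) and on 3 of 4 sham arrays, so no fold is given. Of 35 splits of these arrays, 12 gave at least 1 probe, so chance is not excluded, and no other explanation was tested. At 3 d, and against healthy cortex at 24 h and at 3 d, limma called 0 probes (430, 4522 and 720 at an unadjusted p below 0.05), and 35 of 35 splits gave as many in each of the 3 comparisons.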

How the results depend on the processing

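The pool as a random effect, alone or with the authors' table, the clustering of all probes, and the slide as a block or each array left out for the Venn regions, the marker lists, the clustering and the k-means clusters were chosen only after the result was seen. All other settings below were set before the data were examined. Unless a cause is given, the cause was not tested.

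Counts are given for core at 24 h, periinfarct at 24 h, core at 3 d and periinfarct at 3 d against healthy cortex, then for core against periinfarct at 24 h and at 3 d. In the reported fit they were 3433, 4356, 7364, 1925, 41 and 1232. They stayed within 1.5 times these values with no probe filter, the stricter filter, outlier spots kept, 75th percentile scaling and the authors' table. Counting gene symbols in place of probes gave 1890, 2455, 3647, 1178, 22 and 681, since a symbol can have several probes and many probes have none. Dropping the fold minimum, which by construction adds probes, gave 8646, 10496, 13870, 5084, 65 and 4604. Normexp gave 837, 1181, 2582, 603, 15 and 352, where the offset of 50 by construction shrinks folds of dim probes. Time-matched sham cortex as control gave 2826 for periinfarct at 24 h. Fitting only the compared groups, which leaves fewer arrays to estimate the spread, gave 9 for periinfarct at 3 d, 1 for core against periinfarct at 24 h and 0 at 3 d (3385 at an unadjusted p below 0.05 in limma). The slide as a block gave 7 for core against periinfarct at 24 h, of which 4 were among the 41.

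The pool as a block bears on core against periinfarct. As a fixed block it gave 59 at 24 h and 1442 at 3 d, and 2242 for the change of the difference between times, against 1538 in the reported fit. As a random effect it gave 243 at 24 h and 2551 for the change between times, and, on the authors' values, a count of 202 at 24 h. No other count of called probes against healthy cortex moved by over 1.5 times with the pool as a random effect on the scanner values.

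The change of the difference between times was called for 528 probes under normexp, 829 with the slide as a block and 0 with only the compared groups (4843 at an unadjusted p below 0.05 in limma).

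For sham ipsilateral cortex at 24 h, 0 probes were called (6771 at an unadjusted p below 0.05 in limma), and 1 under 75th percentile scaling and under normexp (7389 and 6604 unadjusted). With the authors' table and the pool as a random effect, 515 were called, and 165 with a 2-fold minimum as well. Contralateral against sham contralateral cortex at 24 h gave 1 probe, and 0 under 75th percentile scaling, normexp, the authors' table, the authors' table with the pool as a random effect, and only the compared groups (514, 617, 238, 230 and 637 at an unadjusted p below 0.05 in limma). Against sham contralateral cortex at 3 d, the slide as a block gave 1 in place of 0. Against healthy cortex at 24 h, normexp gave 1 and only the compared groups 36 in place of 0.

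Of the Venn regions, core at 24 h alone held 615 probes, 270 gene symbols, 97 under normexp, 324 under the authors' table and 322 with the pool as a random effect as well. Periinfarct at 24 h alone held 1005, 505 symbols and 218 under normexp. Core at 3 d alone held 3670, 1515 symbols and 1500 under normexp. Periinfarct at 3 d alone held 22, 9 symbols, 34 under 75th percentile scaling, 4 under normexp and 13 under the authors' table, without or with the pool as a random effect. Probes raised in periinfarct at 24 h and both areas at 3 d numbered 125, 70 symbols, 214 under 75th percentile scaling and 52 under normexp. Those raised in both areas at 24 h alone numbered 398, 172 symbols, 599 under 75th percentile scaling and 144 under normexp. Those raised in both areas at 3 d alone numbered 674, 401 symbols and 253 under normexp. Those changed the same way in all 4 groups numbered 856, and 242 under normexp. Those changed in any group numbered 9722, 4791 symbols and 3110 under normexp.

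The 4 ischemic groups formed 1 branch under complete linkage, Euclidean distance, the authors' table and, without choosing probes by their calls, all probes. The k-means clusters held 88.2% of the spread between them, 85.0% with 6 clusters, 89.9% with 10 and 87.0% on the authors' table. Of 96 pairs of a marker list and a comparison, 33 passed an adjusted p of 0.05 with camera, and 0 with an estimated correlation between genes, while fry gave 49, 75th percentile scaling 32, sham cortex as control 35 and the slide as a block 36.

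With each array left out, the ranges were 2955 to 3764 for core at 24 h, 3676 to 4882 for periinfarct at 24 h, 6110 to 9433 for core at 3 d and 1139 to 2990 for periinfarct at 3 d. Those for core against periinfarct were 6 to 138 at 24 h (lowest without periinfarct pool 3, highest without periinfarct pool 2) and 111 to 3088 at 3 d (without periinfarct and without core pool 11), and 3 to 4283 for the change between times. Sham cortex gave 0 to 2777 at 24 h (highest without pool 8), 0 to 2 at 3 d and 0 to 0 for both times. Contralateral cortex gave 0 to 7 at 24 h and 0 to 1 at 3 d against sham, and 0 to 4 and 0 to 1 against healthy cortex. The Venn regions, in the order above, gave 459 to 726, 743 to 1216, 2703 to 5277, 10 to 102, 73 to 168, 325 to 449, 332 to 1044, 595 to 1153 and 8775 to 11412. The branch of ischemic groups held 4 to 4 groups, the k-means share was 85.7% to 91.1%, 29 to 35 pairs of a list and a comparison passed, and 422 to 466 calls of named genes were made.

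Of 832 comparisons of named genes with healthy cortex, 447 were called, and 248 under normexp. Of these 447, 361 kept the call with every array left out. Over all 1248 comparisons of named genes, normexp took away 236 calls and added 8, the slide as a block took away 78 and added 30, and 75th percentile scaling took away and added 19. Called changes reversed in 2 cases. SLC12A1 in periinfarct at 24 h had a log2 change of −1.18 with the slide as a block, and ASPN in periinfarct at 24 h one of 0.18 against time-matched sham cortex. Scaling to the 75th percentile raised the median log2 change of all probes by 0.219 in periinfarct at 24 h and lowered it by 0.152 for core against periinfarct at 24 h. The shift was at most 0.055 in size in the other 4 comparisons. No called named gene changed sign under 75th percentile scaling or normexp.

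Adjusted over the list alone, 122, 122, 137 and 86 of the 208 named genes were called against healthy cortex, in the order above, and 24 and 59 between core and periinfarct. Over all probes the numbers were 112, 119, 136, 80, 8 and 53. The study chose most of the list on these samples, so this is not independent evidence.

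Signal over background limits the dim genes. Between 61.4% and 76.9% of spots per array were well above background, and 59 of the 832 folds could be given only as a bound. Normexp was run on the median signal of each spot, since the planned mean signal is missing. Lower bounds were not computed for normexp and for sham cortex as control. The fixed block of the pool was not run for comparisons with healthy cortex, whose pools differ from those of the ischemic groups.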

Differences from the paper's values

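Settings with the pool as a random effect were chosen only after the values were seen, as was each array left out for the Venn regions. The other settings were set before the data were examined. Values of the paper are marked as the paper's.

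For core against periinfarct at 24 h, the paper's 202 compares with 41 here. All 11 settings set before the data were examined that give this count still differ, from 1 with only the compared groups to 65 with no fold minimum. With 1 array left out the highest count was 138, without periinfarct pool 2, within 1.5 times the paper's. The pool as a random effect gave 243, and with the authors' table 202, both chosen after seeing the values. Of these, the paper's 51 raised in core compares with 15 here. No fold minimum gave 34, which does not differ, and the other 10 settings differ. Without periinfarct pool 1 the count was 45 and without periinfarct pool 2 it was 60, and the authors' table with the pool as a random effect, chosen after seeing the values, gave 51.

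For sham against healthy cortex, the paper's 165 compares with 0 here in limma at 24 h, at 3 d and for both times together (6771, 249 and 3167 at an unadjusted p below 0.05). None of the 8 settings set before the data were examined reached it, the highest being 1. With 1 array left out, the count at 24 h was 2777 without sham pool 8 and at most 1 otherwise. At 24 h, the authors' table with the pool as a random effect and a 2-fold minimum, chosen after seeing the values, gave 165, and without the minimum 515. The same setting gave 0 at 3 d and for both times.

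Of the probes in 1 Venn region, those of core at 24 h alone number more than the paper's 300 per its text, and 615 here. The authors' table, with 324, does not differ, and counting gene symbols (270), 75th percentile scaling, normexp, no probe filter, the stricter filter and outlier spots kept do. The authors' table with the pool as a random effect, chosen after seeing the values, gave 322. For periinfarct at 3 d alone, the paper's 13 compares with 22 here. Gene symbols (9), the authors' table (13) and the stricter filter (16) do not differ, and 75th percentile scaling, normexp, no probe filter and outlier spots kept do. Leaving out periinfarct pool 9 or healthy pool 18 gave 16, periinfarct pool 10 gave 10 and healthy pool 19 gave 18. The authors' table with the pool as a random effect gave 13. These 5 were chosen after seeing the values.

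For CASP9 in core at 24 h, the paper's fold of 2.13 compares with 0.466 here, and all 10 settings set before the data were examined differ, with folds from 0.466 to 0.912. The paper's text has CASP9 lowered in both areas, as here, and the inverse of its table value is 0.469. For CXCL1 in core at 24 h, the paper's 27.1 compares with at least 75.8 here, and none of the 8 settings for which the bound was computed reached it. For the lower bound on the fold change of CXCL1 in the supplement, Table S1 of the paper gives a fold of 215.526 (the paper's), and Figure 6 of the paper shows about 220, read by eye. For SFPQ in core against periinfarct at 24 h, the paper's 0.170 compares with 0.979 here, and for WDR26 at 3 d the paper's 0.370 compares with 1.13. All 10 settings differ for each. Tables S5 and S6 list neither symbol. They hold probes without a symbol at these folds, A_44_P391751 (0.170) and A_44_P177146 (0.170) in Table S5 and A_44_P313410 (0.372) in Table S6, which are not the probes compared here.

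Of 306 folds in the paper set beside a call, 31 were not called here and 1, CASP9, was called in the direction opposite to the table value. Of 210 dashes, 7 were called here. The paper's table gives a dash for SEMA3A in periinfarct at 24 h, where its text has it lowered and where it was at 0.438 here (uncalled under 75th percentile scaling and normexp, and without periinfarct pool 4). The table gives one for SLIT2 in core at 3 d, at 0.489 here (uncalled under normexp, sham control and the mean of probes, and without core pool 9 or 10 or healthy pool 17). NOG was at 0.421 in core (uncalled under normexp and sham control) and 0.346 in periinfarct at 24 h (uncalled under normexp). NEUROD1 in periinfarct at 24 h was at 0.498 (uncalled under 75th percentile scaling, normexp, the authors' table and the slide as a block, and without periinfarct pool 3 or 4 or healthy pool 17, 18 or 20). BID in core at 3 d was at 2.50 (uncalled under normexp). ARNT2 in core at 3 d was at 0.412 and called under every setting. Another probe was not called for SLIT2 (A_44_P194230, log2 change −0.74), ARNT2 (A_44_P540669, −0.79), NOG (A_44_P515381, −0.78 in core and −0.84 in periinfarct) and BID (A_44_P550497, 0.91).

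Against healthy cortex at 24 h, the paper lists the following as changed, and the fit here called none of them. GUCY1A3 in periinfarct was at 0.508 (called with the slide as a block and sham control, and without periinfarct pool 1 or 2 or healthy pool 17 or 20). NOTCH4 in periinfarct was at 1.97 (called under the authors' table and the slide as a block, and without periinfarct pool 1 or 2 or healthy pool 17 or 20). ROBO2 in periinfarct was at 0.522 (called with the slide as a block, and without periinfarct pool 1 or 2). MyD88 in periinfarct was at 1.97 (called under 75th percentile scaling, the slide as a block and sham control, and without periinfarct pool 1 or 2 or healthy pool 20). E2F3 in periinfarct was at 1.98 (called under 75th percentile scaling and the authors' table, and without periinfarct pool 3 or 4 or healthy pool 17 or 18). CXCL13 in periinfarct was at 3.44 with an adjusted p of 0.0561 (called under 75th percentile scaling, the authors' table, the stricter filter, only the compared groups and sham control, and without periinfarct pool 2). BDNF in core was at 2.59 with an adjusted p of 0.0587 (called under normexp, the authors' table and sham control, and without core pool 1 or 2). RHOH in core (1.72) and BCL2 in periinfarct (0.692) were called under no setting. Another probe was called for RHOH (A_44_P444001, log2 change 1.04), BCL2 (A_44_P280776, −1.02) and ROBO2 (A_42_P584710, −1.03).

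At 3 d, DCX in core was at 0.502 (called under 75th percentile scaling, the slide as a block and sham control, and without core pool 11 or 12 or healthy pool 18 or 19). ADM in periinfarct was at 2.03 with an adjusted p of 0.0500 (called under 75th percentile scaling, the authors' table, the stricter filter, outlier spots kept and the mean of probes, and without periinfarct pool 11 or 12). CCL20 in core rose at least 1.23-fold with an adjusted p of 0.0557 (called under 75th percentile scaling, the authors' table, the stricter filter and only the compared groups, and without core pool 11). With the pool as a random effect, chosen after seeing the values, ADM and CXCL13 were called. The authors' table with that effect, likewise chosen after seeing the values, called ADM, CXCL13, NOTCH4, BDNF, E2F3 and CCL20 and left NEUROD1 uncalled.

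Between core and periinfarct at 24 h, the paper lists further genes as changed that were not called here. Of the settings set before the data were examined, CBLN1 (4.63) was called under the authors' table, the stricter filter and the pool as a fixed block, and CCL21 (3.20) under the authors' table. SLC6A20 (0.245) was called under normexp and the authors' table, and LNX2 (0.197) and DLK1 (0.200) with the pool as a fixed block. Leaving out core pool 1 gave the call of CBLN1, CCL21, HAS2 (3.05), CRABP1 (2.80), GIPR (2.69), INHBA (2.69) and ALDH1A2 (0.224), and core pool 2 that of SLC6A20. Leaving out periinfarct pool 1 gave that of CCL21, SLC6A20, LNX2 and DLK1, periinfarct pool 2 that of CBLN1, CCL21, OPRK1 (4.64) and CRABP1, and periinfarct pool 4 that of HAS2. With the pool as a random effect, chosen after seeing the values, CBLN1, CCL21, SLC6A20, LNX2, DLK1, HAS2, CRABP1, ALDH1A2, OPRK1, ATOH7 (3.15) and CCL11 (0.124) were called. The authors' table with that effect, chosen likewise, called these and SLC6A5 (4.07) and GIPR. CLDN19 (0.224) was called under no setting. At 3 d, SLC12A1 (0.297) was called only with the slide as a block.

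Some statements in the paper's text also stand apart from the calls here. The text has FEZ1 and TNR lowered in periinfarct at 24 h, where their folds here were 0.620 and 0.566, uncalled under every setting. Both were called in core at 3 d. NEUROD1, which the text has lowered in core alone, was also called in periinfarct at 24 h, as given above. NOG, which the text has lowered in periinfarct at 3 d, was at 0.512 (called with the slide as a block, and without periinfarct pool 11 or healthy pool 19). RTN4R at 3 d was called in core and not in periinfarct, at 0.664, under no setting. TGFB2, which the text has raised in both areas at 24 h, was at 1.60 in periinfarct, and FGF2, raised in both areas at 3 d per the text, was at 1.80 in core. Neither was called under any setting. HSPA2 in core at 3 d was at 1.89 (called with the slide as a block). SYP in core at 3 d was at 0.502 (called against sham control, and without core pool 11 or healthy pool 19 or 20). SYPL2, which the text has raised in core at 3 d, was at 1.20 there and called in both areas at 24 h. TNFSF10, the ligand the text has raised, was called in no group, except in core at 24 h with the slide as a block, and was not well above background on any of these arrays. NUMB, which the text has lowered without significance, had adjusted p below 0.05 in all 4 groups, at folds from 0.562 to 0.633.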

Other observations

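The tests of the slide as a block on core against periinfarct at 24 h, of the slide and of 1 pool on the leptomeninges list, of the mixture on rising and falling probes, and of the pool as a random effect on the paper's counts were chosen only after the result was seen.

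For each of the 4 comparisons of ischemic with healthy cortex, the real split gave the highest count, 1 of 35. That is the lowest share 35 splits can give, and no correction was made for the 4 comparisons. The splits therefore argue against chance but do not exclude it. The margin was small for periinfarct at 3 d, where the next split gave 1869 against 1925, and the other next counts were 116 for core and 267 for periinfarct at 24 h and 4453 for core at 3 d. Nor can chance be excluded by all splits for core against periinfarct, where the real split did not give the highest count. At 24 h, 4 of 35 splits gave at least 41 probes, among them 165 for pools 1 and 2 against pools 3 and 4, which follows the pool and not the area, and 198 and 128 for 2 others. At 3 d, 4 of 35 gave at least 1232, the other 3 being those that exchange core pool 11 with periinfarct pool 9 (1581), 10 (2883) or 12 (1356). Among the 8 splits that part every pool, only the real one, 1 of 8, gave as many at 24 h, and likewise 1 of 8 at 3 d, the others giving at most 1 and 3. With 8 such splits a share under 0.05 is out of reach, so for them area and chance cannot be told apart. With the pool as a fixed block, 59 probes were called at 24 h and 1442 at 3 d.

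The difference between core and periinfarct at 24 h may rest in part on the slide. At each time, no slide held arrays of both areas, so their comparison lies wholly between slides. The slide as a block can correct it only through arrays of other groups. Slide effects estimated from the other arrays predicted a difference that correlated with the observed one at 0.568 across probes, against −0.513 to 0.510 (95% range) with slides shuffled 200 times. Of the 41 called probes, 31 had the sign of the prediction. With the slide as a block, 7 were called. At 3 d the correlation was −0.038. Tissue in the pieces is another candidate explanation. A list of 12 leptomeninges genes was lower in core than periinfarct at 24 h, with a mean log2 change of −1.08 and 0 of 12 genes up (adjusted p = 3.98e-08 with camera, 0.00148 with fry and 0.321 with an estimated correlation). With the slide as a block, the adjusted p of this list with camera was 3.26e-08. That argues against the slide only as far as arrays of other groups carry the slide effects. A single array is argued against by a highest adjusted p of 4.71e-05 with 1 array left out. Against healthy cortex the list was at −1.67 in core with 3 of 12 genes up (adjusted p = 0.00125 with camera, 0.369 with an estimated correlation) and at −0.59 in periinfarct with 4 of 12 up (0.416 with camera). It was thus lower in core and not raised over healthy cortex in periinfarct, so a loss in core is the simpler reading, and more of this tissue in the periinfarct pieces is neither shown nor excluded. Whether the core pieces held less of this tissue or it expressed less was not tested. A list of 5 genes of deep cortical layers and claustrum was higher in core, with a mean of 0.575 and 5 of 5 genes up (adjusted p = 0.0391 with camera, 0.0806 with the slide as a block and 0.360 with an estimated correlation). A list of 11 neuron genes was higher in core by 0.371, with 10 of 11 genes up (adjusted p = 1.36e-04 with camera and 0.360 with an estimated correlation). Further lists that passed with camera were striatum, higher in core by 0.395 with 9 of 10 genes up (adjusted p = 0.005003, 0.336 with an estimated correlation), astrocyte, lower by 0.346 with 2 of 10 up (0.00437, 0.360 with an estimated correlation and 0.215 with the slide as a block), and T cell, lower by 0.555 with 1 of 6 up (0.0163, 0.336 with an estimated correlation). What these share was not tested.

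Of 1928 probes called in periinfarct and not in core at 24 h, 59.0% kept the call in periinfarct with the slide as a block, which argues against the slide as the whole cause. Of 2428 called the same way in both areas, 88.9% did, so the slide could bear on part of the former. Of 1005 called in core and not in periinfarct, 525 kept the call in core. Being called in 1 area alone is not a tested difference: of 2933 such probes at 24 h, 27 were called between core and periinfarct.

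In periinfarct at 3 d more probes rose than fell. One explanation tested was a mixture of core and healthy tissue. The best single share of core was 44.2%, at which no probe can fall by 2-fold. The mean of the 4 pool mixtures, with shares from 1.99% to 81.0%, gave 1854 increases of at least 2-fold and 0 decreases, where 1993 and 613 were observed. Neither prediction holds the noise of the arrays: in pool 11, with a share of 1.99%, 667 decreases were observed. These counts were therefore not used to decide. A mixture would give the same share from rising and from falling probes. Falling probes gave more in all 4 pools, by 0.0313 to 0.272 and by a mean of 0.180 (95% interval 0.0141 to 0.346), or 0.190 under 75th percentile scaling (−0.00758 to 0.388). As this second interval holds 0, a mixture stays open, as does a weaker response of all cells or a selective one, which was not tested.

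Sham ipsilateral cortex at 24 h had no called probe, and 35 of 35 splits gave as many, as did 35 of 35 at 3 d and 100 of 100 for both times. At an unadjusted p below 0.05 limma gave 6771 probes at 24 h. The slide is argued against as the whole cause of these, since 5274 were found with it as a block, and so is pool 5 alone, since 3386 were found without it. The differences of ipsilateral and contralateral sham cortex from separate healthy arrays correlated at 0.581 across probes (0.590 with slide effects removed), so a response of both hemispheres to surgery or anesthesia may be a candidate explanation. Contralateral cortex of ischemic rats gave 0.460 with sham ipsilateral cortex at 24 h. At 3 d, sham ipsilateral and contralateral cortex gave 0.113.

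A candidate explanation for the distance of the paper's counts from those here is a fit of the authors' table with the pool as a random effect. That fit gave exactly 6 of the 6 counts of called probes in the paper's text, among them 202 for core against periinfarct at 24 h. The log2 changes and p of every probe held in Tables S1 to S6 (1995, 1996, 1996, 1686, 202 and 1165) were those of this fit, within 5e-06 for log2 changes and 2.14e-06 for log10 p. The paper's methods do not state such a fit, and it was found by trying settings on the same data.

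TF rose while the list of 9 oligodendrocyte genes fell in core at 24 h, by a mean log2 change of −0.71. A larger share of oligodendrocytes is argued against by that value, with 0 of 9 genes up. Another source of TF was not tested.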
